# Deficiency of endothelial FGFR1 signaling via upregulation of ROCK2 activity aggravated ALI/ARDS

**DOI:** 10.3389/fimmu.2023.1041533

**Published:** 2023-03-10

**Authors:** Yue Deng, Xingming Huang, Yan Hu, Weiting Zhong, Hua Zhang, Chunheng Mo, Hongjun Wang, Bi-Sen Ding, Chen Wang

**Keywords:** ALI/ARDS, vascular leakage, inflammation, endothelial cell, FGFR1, ROCK2

## Abstract

Vascular leakage and inflammation are pathological hallmarks of acute lung injury (ALI)/acute respiratory distress syndrome (ARDS). Endothelial cells (ECs) serve as a semipermeable barrier and play a key role in disease progression. It is well known that fibroblast growth factor receptor 1 (FGFR1) is required for maintaining vascular integrity. However, how endothelial FGFR1 functions in ALI/ARDS remains obscure. Here, we revealed that conditional deletion of endothelial FGFR1 aggravated LPS-induced lung injury, including inflammation and vascular leakage. Inhibition of its downstream Rho-associated coiled-coil–forming protein kinase 2 (ROCK2) by AAV Vec-tie-shROCK2 or its selective inhibitor TDI01 effectively attenuated inflammation and vascular leakage in a mouse model. *In vitro*, TNFα-stimulated human umbilical vein endothelial cells (HUVECs) showed decreased FGFR1 expression and increased ROCK2 activity. Furthermore, knockdown of FGFR1 activated ROCK2 and thus promoted higher adhesive properties to inflammatory cells and higher permeability in HUVECs. TDI01 effectively suppressed ROCK2 activity and rescued the endothelial dysfunction. These data demonstrated that the loss of endothelial FGFR1 signaling mediated an increase in ROCK2 activity, which led to an inflammatory response and vascular leakage *in vivo* and *in vitro*. Moreover, inhibition of ROCK2 activity by TDI01 provided great value and shed light on clinical translation.

## Introduction

ALI/ARDS is a severe and dangerous syndrome, clinically characterized by progressive dyspnea and life-threatening arterial hypoxemia, leading to serious mortality (30%-40%) (1). Due to direct (such as pneumonia) or indirect lung injury (such as sepsis) exposure, the morbidity of ALI/ARDS is considerably high, with approximately 10% of all patients in intensive care units across 50 countries suffering from it (2, 3). Currently, the treatment options for this disease are still limited with poor effects.

Disruption of endothelial barrier results in increased inflammation and vascular permeability, which are pathological hallmarks of ALI/ARDS. Pulmonary endothelial cells (ECs) lining the innermost layer of blood vessels act as a semipermeable barrier and perform an important role in maintaining vasculature homeostasis with the assistance of intercellular junctions (tight junctions and adherens junctions) (4). These junctions are facilitated by cytoskeletal microtubules and actin microfilaments under the regulation of multiple signaling pathways (5, 6). Therefore, it is imperative to explore pathways that precisely reconcile endothelial barrier integrity and inflammation, upon which to seek a promising therapeutic target is of great importance.

The FGFR family member FGFR1, a single-pass transmembrane receptor with tyrosine kinase activity, has diverse ligand-receptor specificity and extensive expression in different tissues (7), which leads to the involvement of FGFR1 in a wide range of fields, such as angiogenesis, wound healing and development (8). As the most abundant FGFR of endothelial cells (9, 10), FGFR1 is reported to be responsible for maintaining vascular integrity (11, 12). For instance, FGFR1 activation by recombinant FGF2 treatment decreases permeability in human brain microvascular endothelial cells challenged by oxygen-glucose deprivation/reoxygenation (10) and traumatic brain injury (13). Moreover, another study reveals that FGFR1-dependent recombinant FGF21 protects against blood brain barrier (BBB) leakage (14). On the other hand, FGFR1 has been shown to be actively involved in endothelial repair after vascular injury (15). It serves as a critical mediator in glycocalyx reconstitution of the pulmonary endothelial surface layer during sepsis (10). Indeed, FGFR1 is suppressed in sepsis (10, 16), and an increase in FGFR1 expression attenuates pulmonary inflammation in ventilator induced lung injury (16). However, understanding of the mechanism underlying FGFR1 signaling in the regulation of vascular permeability and inflammation in LPS-induced ALI/ARDS remains incomplete.

Rho-associated coiled-coil–forming protein kinases (ROCKs), downstream effectors of the small GTPase RhoA, play a central role in regulating actin cytoskeleton dynamics by phosphorylating multiple downstream substrates, including myosin light chain (MLC), myosin phosphatase-targeting subunit 1 (MYPT-1) and Ezrin/radixin/moesin (ERM) (17). They function in regulating various cellular functions, such as cellular contraction, proliferation, migration and differentiation (18). ROCKs have two isoforms, ROCK1 and ROCK2, which share 64% overall identity in their primary amino acid sequences (17). Enhanced ROCK activity upon stimulation by inflammatory mediators, such as thrombin, LPS and TNFα, strongly disrupts the vascular barrier (19) and is deeply involved in ALI/ARDS (20). A ROCK2-specific role in monocytic migration, monocyte adhesion toward endothelial cells (21) and vascular permeability (22) has been reported. Considering the potential protective effect of FGFR1 signaling in vascular function, we concluded that deficiency of endothelial FGFR1 by activating ROCK2 aggravated lung injury and that inhibition of ROCK2 activity was considered to be a prospective insight for prevention and treatment of ALI/ARDS.

## Materials and methods

### Experimental animals

Male wild-type (WT) C57/BL6J mice, 8 weeks of age and weighing 22-24 g, were purchased from the Model Animal Research Center of Nanjing University. *Fgfr1* ^loxP/loxP^ mice were crossed with VE-cadherin-Cre^ERT2^ mice to establish VE-cadherin-Cre^ERT2^ *Fgfr1* ^loxP/loxP^ (*Fgfr1* ^iΔEC/iΔEC^) mice, which were identified by genotyping. All mice were housed in a specific pathogen-free (SPF) animal room named the Experimental Animal Center of West China Second Hospital in accordance with the guidelines of the National Institutes of Health. All of the animal experiments were approved by the animal care and were performed in accordance with the guidelines outlined by the committees of West China Second University Hospital, Sichuan University. After the mice were treated intraperitoneally with tamoxifen (100 mg/kg) for 6 days and interrupted for 3 days after the third dose, EC-specific deletion of FGFR1 was induced. WT mice were injected intratracheally with 10 mg/kg LPS or saline, while *Fgfr1* ^iΔEC/iΔEC^ mice and their control littermates *Fgfr1* ^loxP/loxP^ mice were injected intratracheally with 2 mg/kg LPS to maintain their survival. Different doses of LPS were dissolved in 50 μl of sterile saline, and all groups received a volume of 50 μl. The lung tissues were harvested after 24 h. The mice were pretreated orally with the selective ROCK2 inhibitor, TDI01, (Beijing Tide Pharmaceutical Co., Ltd.) for 3 days before LPS injection.

### Adeno-associated virus transduction

The adeno-associated virus Vec (AAV Vec) was manufactured by Hanbio Biotechnology (Shanghai, China). To achieve endothelial-selective gene knockdown, sequence encoding shROCK2 or negative control sequence (NC) was constructed under *Tie1* promoter and expressed in AAV, resulting in AAV Vec-tie-shROCK2 and AAV Vec-tie-shNC. The virus titer was 1.0×10^12^ μg/ml. *Fgfr1* ^iΔEC/iΔEC^ mice were injected intratracheally with AAV Vec expressing ROCK2-specific shRNA and control shRNA (**Table S1**) and then LPS 1 month later.

### Isolation of mouse pulmonary ECs

Fresh mouse lung tissues were washed twice with cold PBS, minced and incubated in a digestive mixture (1 mg/ml of collagenase I and 1 mg/ml of dispase II in DPBS) on an orbital shaker at 37°C for 30 min. The cell suspension was then diluted with the same volume of cold DPBS, filtered through cell strainers and centrifuged. The cells were then washed once with DPBS and treated with red blood cell lysis reagent for 10 min, and washed and then centrifuged. For EC (CD31^+^ CD45^-^) isolation, dynabeads were washed three times with 1 ml of cold MACS wash buffer (2 mM EDTA, 0.1% BSA in DPBS) and incubated respectively with CD45 antibody (BD) and CD31 antibody (BD) at 4°C for 4 h. The dynabeads were then washed three times with MACS wash buffer. The cell deposits were resuspended in 300 μl of MACS wash buffer. Two hundred microliters (200 μl) of Dynabeads-CD45 antibody conjugate (200 μl for 2×10^7^ cells) was added to the cell suspension and then incubated at 4°C for 45 min on a rotator. After incubation, beads bound to CD45^+^ cells were captured by a magnet, and the supernatant was transferred to a tube containing Dynabeads-CD31. The Dynabeads-CD31 antibody conjugate was incubated with the collected supernatant at 4°C for 45 min on a rotator, and beads with CD31^+^ CD45^-^ cells were captured by a magnet. Beads with CD31^+^ CD45^-^ cells were washed three times with cold MACS wash buffer and then prepared for RNA or protein isolation.

### RNA-sequencing

Total endothelial RNA from mouse lungs sorted by dynabeads was isolated with TRIzol reagent according to standard protocols and then sent to Beijing Novo Gene Company for RNA-sequencing analysis. Total amounts and integrity of RNA were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Transcriptome libraries were constructed and quantified by Qubit 2.0 Fluorometer. After the library was qualified, the target amount of data was sequenced by the Illumina NovaSeq 6000. Sequenced reads were aligned to the Mus musculus reference genome (GRCm38/mm10) with HISAT2 (v2.0.5). FeatureCounts (v1.5.0-p3) was used to count the read numbers mapped to each gene. Differential expression analysis was performed using the DESeq2 R package (1.20.0). Gene set enrichment analysis (GSEA) was implemented by the clusterProfiler R package (3.8.1).

### *In vivo* vascular permeability assay

To measure vascular permeability in response to LPS challenge, dextran (70 kDa) and Evans blue dye (EBD) staining were used. In brief, the mice were injected with 50 µl of FITC-dextran or AF555-dextran (50 mg/ml) *via* tail vein 23.5 h after LPS injection. After 30 min, the whole lung tissues were harvested and perfused through the trachea with 200 μl of 50% OCT and immersed in 4% paraformaldehyde at 4°C for 8 h. Each lobe was embedded in OCT at -80°C for frozen sectioning. Then, 7-µm-thick sections were cut and stained with DAPI. The fluorescence of each group was measured by FV3000 (Olympus) and LSM980 microscope (Zeiss). The mice were injected *via* tail vein with 100 µl of 1% EBD 23 h after LPS injection. One hour later, the mice were sacrificed and the lung vasculature was flushed with 10 ml of PBS per mouse through the right ventricle to remove intravascular dye. The whole lung tissues were homogenized in 1.5 ml of formamide and incubated at 60°C for 48 h. The homogenates were centrifuged at 12000×g for 30 min, and the absorbance of the supernatant was measured at 620 nm in a 96-well plate.

### Histology

After collection, the lungs were fixed in 4% paraformaldehyde, maintained for 24 h, embedded in paraffin and cut into 5-μm-thick sections. The sections were stained with hematoxylin and eosin before microscopic histological examination. Pictures were taken by Pannoramic MIDI. The severity of lung injury was scored based on the American Thoracic Society (23).

### Measurement of relative mRNA expression

Total RNA was extracted from lung tissues and cells using TRIzol reagent according to the standard protocol and then reverse-transcribed into cDNA. RT-PCR was performed using the CFX96™ Real-Time system (Bio-Rad). Relative *IL6*, *IL1β*, *IL10*, *TNFα* and *Fgfr1* mRNA expression was assessed. The target gene transcript levels were determined and normalized to the housekeeping gene *Gapdh* using the ΔΔCT method. The primer sequences were shown in **Table S2**.

### Immunofluorescent staining

For immunofluorescent staining, lung tissues were frozen in OCT and cut into 6-μm-thick sections. Cryopreserved sections were incubated with antibodies against mouse VE-cadherin (R&D Systems), FGFR1 (Sigma-Aldrich), ROCK2 (Abcam), ROCK1 (Abcam), MLC2 (CST), ERM (CST), pROCK2 (Abcam), pROCK1 (Abcam), pMLC2 (CST) and pERM (CST) supplemented with 10% normal donkey serum/1% BSA/0.1% Tween 20 at 4°C overnight, followed by incubation with fluorophore-conjugated secondary antibodies at 37°C for 1 h (Jackson ImmunoResearch). Specimens were stained with DAPI and sealed. Images were captured by an LSM980 microscope (Zeiss).

### Cell culture

HUVECs were isolated from the human umbilical cords of healthy volunteers following informed consent and ethics committee approval. They were cultured in endothelial cell basal medium-2 (CC-3156, Lonza) containing 100 U/mL of penicillin and 100 µg/mL of streptomycin (Sigma-Aldrich) at 37°C in a humidified 5% carbon dioxide atmosphere. TNFα (Novoprotein), TDI01 (Beijing Tide Pharmaceutical Co., Ltd.) and azd4547 (MCE) were used to treat HUVECs.

### Monocyte adhesion assay

HUVECs were cultured in 12-well plates. THP-1 cells were suspended (1 × 10^6^ cells/mL) and stained with Hoechst 33342 (Beyotime) at 37°C for 10 min. THP-1 cells were washed three times with PBS to wash off unlabeled THP-1 cells and then plated in HUVECs for a 4-h co-incubation in a 5% CO_2_ atmosphere at 37°C. To remove the unadhered THP-1 cells, HUVECs were washed with PBS three times. After that, adhered THP-1 cells were captured by Carl Zeiss Microscopy GmbH and counted from three randomly selected areas.

### *In vitro* detection of permeability in HUVECs

Permeability of endothelial monolayers *in vitro* was determined by FITC-dextran (3 kDa). HUVECs (1×10^5^ cells/100 μl/well) were plated on the upper chamber of the transwell insert on top of the Matrigel-coated transwell filters (3 μm pore size). After cells adhere (60 min after plating), 200 μl of EBM-2 was added to the upper chamber and 1 ml was added to the lower chamber (in the 24-well plate). After incubating at 37°C for 24 h, the procedure of HUVEC plating was repeated and then incubation was performed for an additional 24 h at 37°C. FITC-dextran was added to the lower chamber to a final concentration of 10 μg/ml. Ten microliters (10 μl) of aliquots of media were removed from the upper chamber and diluted in 90 μl of water/well in a 96-well plate at various time intervals (0, 5, 15, 30, 45, 60 and 120 min after treatment). The fluorescence intensity was measured using a 96-well plate fluorimeter (PE EnVision 2015) with excitation at 485 nm and emission at 535 nm.

### Western blotting

Total protein was extracted from HUVECs and lysed in RIPA buffer containing phosphatase inhibitor cocktail (Bimake) and protease inhibitor cocktail (MCE). Proteins were added to the wells of an SDS-PAGE system, separated by 10% SDS–PAGE and transferred to a PVDF membrane. After blocking in 5% milk for 1 h at room temperature, the membrane was incubated with β-actin (Servicebio), FGFR1 (CST), ROCK2 (Abcam), ROCK1 (Abcam), ERM (CST), MYPT1 (CST), pROCK2 (Abcam), pROCK1 (Abcam), pERM (CST), pMYPT1 (Invitrogen), GAPDH (Servicebio), ICAM1 (Servicebio) and VCAM1 (Abcam) at 4°C overnight and then incubated with horseradish peroxidase (HRP)-conjugated goat anti-rabbit or mouse IgG at room temperature for 1 h. Bands were visualized using the ChemiDoc Imaging System (TOUCH IMAGER™).

### siRNA knockdown

HUVECs in culture were transfected with human FGFR1 siRNA (siFGFR1) and control siRNA (siNC) (GenePharma). The transfection reagent Lipofectamin™ RNAiMAX (Invitrogen) was used. siRNAs were used at a final concentration of 10 nM. The siRNA sequences are shown in **Table S3**.

### Statistical analysis

Data analysis was carried out using the GraphPad Prism 8 software. Statistical analysis of differences between the two groups was performed using the unpaired Student’s t test. p values < 0.05 were considered statistically significant.

## Results

### Pulmonary endothelial FGFR1 expression was decreased in LPS stimulated ALI/ARDS

To investigate the underlying mechanism of ALI/ARDS progression, a mouse model was constructed *via* intratracheal instillation of LPS (10 mg/kg) in WT mice. Histological analysis of lung tissues showed marked pulmonary edema and patchy neutrophil infiltration in the LPS group (**Figure 1A**) compared with the saline group. In addition, the lung injury scores (**Figure 1A**) were quantified and showed significant differences, indicating the presence of severe inflammation. Undoubtedly, LPS triggered a severe inflammatory response supported by excessive accumulation of inflammatory cytokines (*IL6*, *IL1β*, *IL10*, *TNFα*) mRNA expression (**Figure 1B**) in lung tissues. Consistent with previous studies (24), we observed a damage to the pulmonary vascular barrier in ALI/ARDS lungs. By measuring and quantifying the interstitial accumulation of the intravenously injected plasma protein tracer FITC-dextran and EBD (**Figures 1C, D**), mice treated with LPS exhibited significantly higher amounts of FITC-dextran and EBD, suggesting vascular barrier disruption. Overall, we successfully constructed an ALI/ARDS mouse model. 

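The pulmonary ECs came from WT mice given saline (n = 4) or 10 mg/kg LPS (n = 6) intratracheally 24 h earlier. LPS, or lipopolysaccharide, is a component of the outer membrane of bacteria. The digested lung was depleted of cells that carry CD45, a surface protein of leukocytes encoded by Ptprc, and cells that carry CD31, encoded by Pecam1, were then selected with magnetic beads. The authors aligned the reads to the mouse genome GRCm38 with HISAT2, counted them on genes with featureCounts and deposited FPKM, which is the number of fragments on a gene scaled by its length and by the size of the library. Reads on genes numbered 13478726 to 18807007 per saline library, with a median of 16458086. In the LPS libraries they numbered 17840221 to 19043015, with a median of 18798972. FPKM was transformed to log2(FPKM + 1), and genes with a mean of at least 0.5 FPKM over the 10 libraries were compared with limma. The content of the bead-isolated fraction was measured with 9 lists of cell type markers, as the mean log2(FPKM + 1) over each list, by a two-sided exact permutation test adjusted over the 9 lists. The endothelial list, with all 10 genes lower, fell by 0.72 in LPS (exact permutation p = 0.00952, adjusted 0.0214). Apart from scaling on this list itself, quantile normalization moved it most, to -1.27. The leukocyte list was higher by 3.43 and the macrophage list by 3.55 (exact permutation p = 0.00476 for each, adjusted 0.0214), with every LPS library above every saline library. The neutrophil list was higher by 2.65 (exact permutation p = 0.00952, adjusted 0.0214), but the groups overlapped, because saline 1 was at 5.55. The erythroid list was higher by 1.17 (exact permutation p = 0.0143, adjusted 0.0257) and the fibroblast list changed by -0.70 (exact permutation p = 0.0190, adjusted 0.0286). Differences in the lymphocyte list (-0.999, adjusted exact permutation p = 0.0857), the mural list (-0.49, adjusted 0.129) and the epithelial list (-0.05, adjusted 0.886) did not pass an adjusted p of 0.05 with all 10 libraries. Without saline 3 the lymphocyte difference was -1.49 and the mural difference -0.72, each with groups apart and an adjusted exact permutation p of 0.0214, and without saline 1 the mural difference was -0.28. Across the fits that each left out 1 library, the adjusted exact permutation p reached 0.0536 for the endothelial, leukocyte, neutrophil and macrophage lists. It reached 0.0893 for the erythroid and fibroblast lists. Each of these lists thus lost its call in some fit, and none changed direction. With 1 library fewer the exact test has fewer splits, so the smallest p that it can give is larger. The leukocyte difference stayed at 3.19 to 3.82 and the macrophage difference at 3.45 to 3.66. For these lists, whose groups are apart, the lost call therefore does not show a weaker difference. By limma, genes at an adjusted p at or under 0.05 over all genes numbered 6 of the 10 endothelial, 6 of the 6 leukocyte, 7 of the 8 neutrophil, 7 of the 8 macrophage, 3 of the 6 lymphocyte, 4 of the 10 epithelial, 5 of the 7 fibroblast, 3 of the 7 mural and 3 of the 4 erythroid genes tested. The count adjusted over the list alone was 8 for the neutrophil list and 3 for the epithelial list, and was otherwise the same number.

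**Figure D1:**
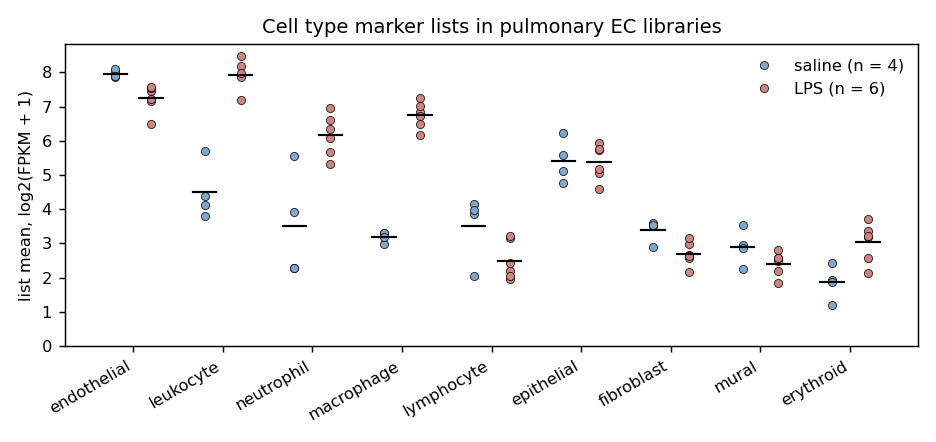
Mean log2(FPKM + 1) of the 9 marker lists in each library of the saline group (n = 4) and the LPS group (n = 6), with a bar at the group mean. The LPS libraries lie above all saline libraries in the leukocyte and macrophage lists and below them in the endothelial list.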

Since pulmonary endothelial cells function as a semipermeable cellular barrier and play a critical role in the preservation of vascular integrity and inflammation, we performed RNA-seq on pulmonary ECs isolated from the saline and LPS groups to elucidate the transcriptional changes. 

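Of the 14893 genes tested, 8874 (59.59%) had an unadjusted p under 0.05. At an adjusted p at or under 0.05 (limma with Benjamini-Hochberg adjustment) and an absolute log2 fold change of at least 1, 1768 genes were higher in LPS and 1011 were lower. In 2413 of these 2779 genes all LPS libraries lay on the same side of all saline libraries. Over all genes tested the groups were apart in this way in 5868 genes (39.4%), against 0.95% by chance. With no limit on the fold change, the alternative that moved the counts most, 4399 genes were higher and 3529 lower. Scaling the libraries on the endothelial list gave 4373 higher and 205 lower, and shifted the median log2 fold change of all genes to 0.57. Quantile normalization gave 1366 higher and 1326 lower, and removal of the length and GC trend gave 1368 and 1348. Scaling on total reads gave 1378 higher and 1452 lower, so the excess of genes higher in LPS depends on the scaling. Average-linkage clustering of the 10 libraries, on 1 minus the Pearson correlation over all genes tested, separated the saline from the LPS libraries at the top split. Correlations were at least 0.911 among the saline libraries and at least 0.950 among the LPS libraries, and at most 0.894 between the groups. Saa3, which encodes serum amyloid A3, had the largest rise among the genes whose groups were apart, from 0.225 ± 0.118 FPKM (SD, n = 4) to 876 ± 306 FPKM (SD, n = 6), a log2 fold change of 9.41 (standard error 0.25, limma adjusted p = 6.23e-09). Its saline value rests on 4 to 15 reads per library. The next largest rises were in Lcn2 (log2 fold change 7.25), Ccl3 (6.96), Il1rn (6.32) and Wfdc17 (6.25). The largest fall was in Nr1d1, a gene of the circadian clock, from 49.7 ± 14.0 FPKM (SD, n = 4) to 1.73 ± 1.14 FPKM (SD, n = 6), a log2 fold change of -4.27 (standard error 0.31, limma adjusted p = 2.18e-06). Aplnr (-3.84), Cyp1a1 (-3.61) and Npr3 (-2.94) came next among genes above the floor of 3 reads. Npr3 was at 161 FPKM in saline 1 against 18.9 to 35.1 FPKM in the other saline libraries. Across the fits that each left out 1 library its change was -3.29 to -2.27. That of Dbp was -3.52 to -2.47, so the place of Npr3 in this order depends on the libraries used. Mir1968, a microRNA gene, had 8 to 24 reads per saline library and at most 2 per LPS library, so no fold change is given for it. Ptprc rose from 6.97 ± 3.13 FPKM (SD, n = 4) to 34.6 ± 11.4 FPKM (SD, n = 6), a log2 fold change of 2.19 (limma adjusted p = 0.000112). Icam1, an adhesion molecule of inflamed endothelium, rose from 58.3 ± 17.6 FPKM to 295 ± 51.5 FPKM, a log2 fold change of 2.35 (limma adjusted p = 8.38e-06).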

Hierarchical clustering (**Figure 1E**) of 5880 significantly differentially expressed genes (adjusted p ≤ 0.05; absolute fold change ≥ 1) after LPS treatment revealed a huge transcriptional shift, with 2713 upregulated genes and 3167 downregulated genes. 

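Gene sets were tested by GSEA on all genes, ranked by the log2 fold change of LPS over saline, with 10000 gene permutations and adjustment over the 10 sets tested in both experiments. Reactome sets of the mouse were used, joined to the genes by Entrez identifier. The set PLC-mediated cascade FGFR1, with 32 of its 47 genes tested, had a normalized enrichment score (NES) of -1.34 (permutation p = 0.0837, adjusted 0.209). The negative sign means that its genes lie toward those lower in LPS. Ranking by the moderated t of limma moved it to -1.66 (adjusted permutation p = 0.0283), and scaling on the endothelial list moved it most, to 1.05. The set had an adjusted p of 0.0255 in camera with a preset inter-gene correlation of 0.01 and of 0.0339 in fry, and with the correlation estimated from the libraries camera gave p = 0.263. Its 4 genes with the largest falls were Plcg1 (log2 fold change -1.46, limma adjusted p = 1.86e-05), Fgf1 (-1.46), Adcy6 (-1.33) and Adcy8 (-1.32). Plcg1, which encodes phospholipase C gamma 1, fell from 49.7 ± 2.68 FPKM (SD, n = 4) to 17.7 ± 3.30 FPKM (SD, n = 6). Downstream signaling of activated FGFR1, with 101 of 130 genes tested, had an NES of 0.83 (permutation p = 0.775, adjusted 0.817). Signaling by FGFR1, with 113 of 142 genes tested, had an NES of 0.83 (permutation p = 0.779, adjusted 0.817). Both scores were negative under quantile normalization (-1.38 and -1.35) and with the moderated t (-1.37 and -1.28, adjusted permutation p = 0.0456 and 0.0664), and without saline 3 they were -1.26 and -1.18. In both sets the largest rises were in Nr4a1 (log2 fold change 3.80), Vav1 (3.29), Cd80 (2.99), Prkcd (2.86) and Pik3cd (1.91).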

To gain further insight into the key genes that maintain pulmonary vascular integrity, we performed a Gene set enrichment analysis and found a significant decrease in FGFR1-associated signaling pathways (**Figure 1F**). To further verify whether FGFR1 is downregulated in ECs of ALI/ARDS lungs, we confirmed an obvious decrease (**Figures 1G, H**). Next, we investigated FGFR1 expression in HUVECs challenged with different doses of TNFα. The results showed that TNFα induced a significant reduction in FGFR1 in HUVECs (**Figures 1I**; **S1**). Taken together, pulmonary endothelial FGFR1 expression was decreased in LPS-stimulated ALI/ARDS.

**Figure 1:**
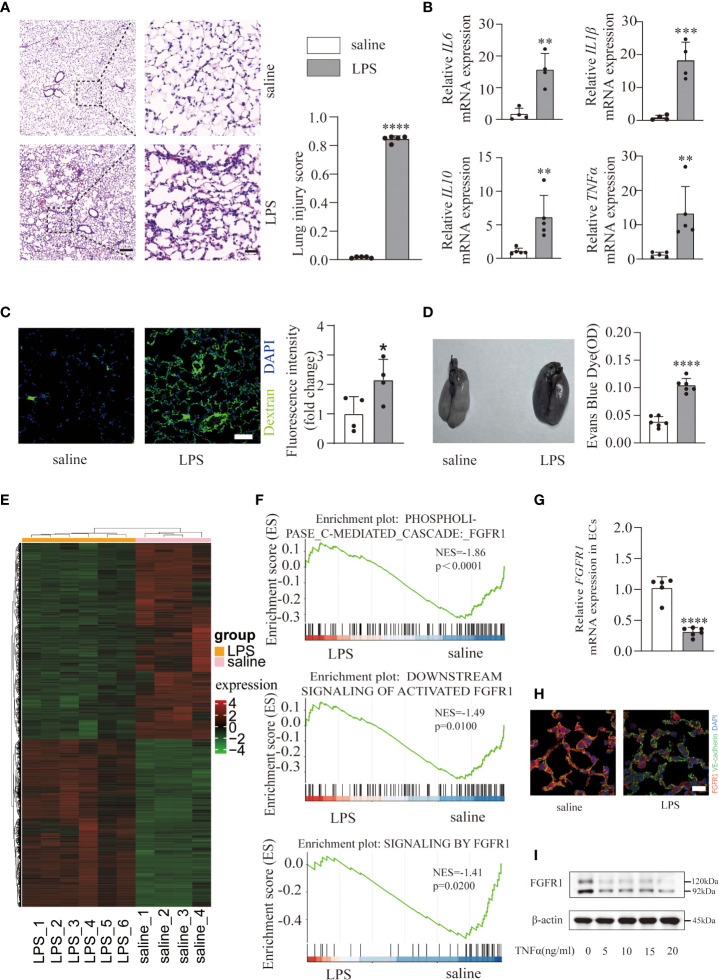
An LPS-induced ALI/ARDS mouse model was constructed and endothelial FGFR1 was decreased in the LPS group. Mice were treated with saline and LPS (10 mg/kg) intratracheally for 24 h. Representative lung sections were stained with hematoxylin and eosin and lung injury scores were quantified **(A)**, n=5 per group. Scale bars: 200 µm (left) and 40 µm (right). Total RNA was isolated from saline- and LPS-treated mouse lung tissues. Relative mRNA levels of inflammatory cytokines (*IL6*, *IL1β*, *IL10*, *TNFα*) were significantly increased in mice treated with LPS compared with saline-treated mice, as determined by RT-PCR analysis **(B)**. n=4 or 5 per group. Images of FITC-dextran were costained with DAPI and quantified by the mean fluorescence intensity of FITC-dextran **(C)**. n=4 per group. Scale bars: 50 µm. Whole lung tissues were stained with EBD-stained lungs (left) and EB content in the lungs (right) was quantified **(D)**. n=6 per group. A gene expression heatmap is shown, and hierarchical clustering was based on 2713 upregulated genes and 3167 downregulated genes between lung ECs intratracheally treated with saline and LPS **(E)**. n=4 or 6 per group. Gene set enrichment analysis of differentially expressed genes in the saline and LPS groups suggested decreased endothelial FGFR1 in the LPS group **(F)**. The relative mRNA expression of pulmonary endothelial *FGFR1* in LPS-treated mice was examined **(G)**. n=5 or 6 per group. FGFR1 was costained with VE-cadherin in the lung sections. Red indicates FGFR1, green indicates VE-cadherin **(H)**. n=4 per group. Scale bars: 20 µm. HUVECs were treated with 0, 5, 10, 15 and 20 ng/ml of TNFα for 12 hours. Cell lysates were analyzed by western blotting with FGFR1 and β-actin antibodies **(I)**. Each bar represents the mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

### Deficiency of endothelial FGFR1 aggravated inflammation and pulmonary vascular leakage in ALI/ARDS

To address the role of endothelial FGFR1 in inflammation and pulmonary vascular permeability, we conditionally knocked out FGFR1 in the ECs of adult mice (*Fgfr1* ^iΔEC/iΔEC^ mice) (**Figure 2A**) and confirmed the knockdown efficiency (**Figures 2B, C**; **S2**). We hypothesized that the deletion of FGFR1 in ECs would aggravate the progression of ALI/ARDS. To reduce the mortality rate in *Fgfr1* ^iΔEC/iΔEC^ mice, we adjusted the dose of LPS to 2 mg/kg for further experiments (**Figure 2A**). As expected, significantly more infiltration of neutrophils and red blood cells was observed in *Fgfr1* ^iΔEC/iΔEC^ mice compared to *Fgfr1* ^loxP/loxP^ mice, not only in the alveolar space but also in the interstitial space. Moreover, higher lung injury scores reflected aggravation in *Fgfr1* ^iΔEC/iΔEC^ mice (**Figure 2D**). We also examined the inflammatory response as assessed by the relative mRNA expression levels of inflammatory cytokines. There was markedly increased *IL6*, *IL1β*, *IL10* and *TNFα* mRNA expression in *Fgfr1* ^iΔEC/iΔEC^ mouse lung tissues, suggesting an escalation of inflammation (**Figure 2E**). In parallel, *Fgfr1* ^iΔEC/iΔEC^ mice showed more severe FITC-dextran and EBD extravasation (**Figures 2F, G**). Consistent with previous studies (11, 12), inhibition of FGFR1 actually resulted in the loss of vascular integrity, leading to inflammation and vascular leakage.

**Figure 2:**
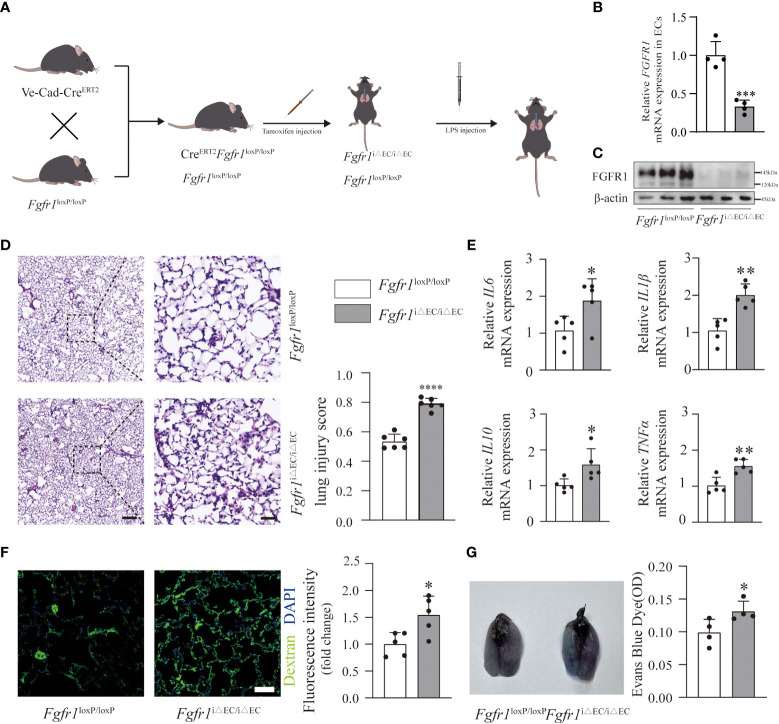
Deletion of FGFR1 in ECs aggravated the severity of inflammation and vascular leakage. *Fgfr1* ^iΔEC/iΔEC^ mice and *Fgfr1* ^loxP/loxP^ mice were intraperitoneally injected with tamoxifen. After LPS injection, ALI/ARDS was established **(A)**. Knockout efficiency of endothelial cell-specific deletion of FGFR1 is shown. RT-PCR analysis of endothelial *FGFR1* mRNA in *Fgfr1* ^loxP/loxP^ mice and *Fgfr1* ^iΔEC/iΔEC^ mice **(B)**. n=4 per group. Western blotting analysis of endothelial FGFR1 in *Fgfr1* ^loxP/loxP^ mice and *Fgfr1* ^iΔEC/iΔEC^ mice **(C)**. n=3 per group. Lung sections were examined for signs of inflammation after hematoxylin and eosin staining and were scored for lung injury **(D)**. n=6 per group. Scale bars: 200 µm (left) and 40 µm (right). Significantly higher lung injury scores **(D)** and higher relative mRNA levels of inflammatory cytokines (*IL6*, *IL1β*, *IL10*, *TNFα*) **(E)** suggested aggravated lung inflammation in *Fgfr1* ^iΔEC/iΔEC^ mice. n=5 per group. Vascular permeability was assessed by extravasation of FITC-dextran **(F)** and EBD **(G)**. Representative images of immunofluorescent staining and quantification of the mean fluorescence intensity of FITC-dextran are shown **(F)**. n=5 per group. Scale bars: 50 µm. Representative images of the gross appearance of EBD-stained lungs and quantification of EBD content in the lungs are shown **(G)**. n=4 per group. Each bar represents the mean ± SD; *p < 0.05, **p < 0.01, ***p<0.001 and ****p < 0.0001.

### Endothelial ROCK2 was activated in ALI/ARDS model and functioned as a downstream of FGFR1

Next, we sought to unravel the downstream molecular mechanisms of endothelial FGFR1 involved in vascular leakage and inflammation. As a result, we subjected pulmonary ECs from *Fgfr1* ^iΔEC/iΔEC^ mice and *Fgfr1* ^loxP/loxP^ mice to bulk RNA sequencing. 

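The libraries came from 3 mice of each group, all given 2 mg/kg LPS intratracheally for 24 h. In Fgfr1 iΔEC/iΔEC mice, tamoxifen switches on a Cre recombinase driven by the VE-cadherin promoter, which removes the floxed part of Fgfr1 in ECs, and Fgfr1 loxP/loxP mice are the control. Fgfr1 was at 2.90, 2.91 and 2.59 FPKM in the 3 control libraries and at 0.683, 1.41 and 1.15 FPKM in the 3 iΔEC/iΔEC libraries. The reads behind these values numbered 487, 472 and 465 in the control and 111, 236 and 185 in the iΔEC/iΔEC libraries. The log2 fold change was -0.88 (standard error 0.16), and the groups did not overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). Its limma p was 0.00103 unadjusted, and 0.962 when adjusted over all genes. The paper also measured FGFR1 in ECs of both genotypes by PCR and immunoblot, which were not analysed here. The alternative that moved it most was limma-voom on read numbers, at -1.43. A fall in reads over the whole gene does not show which exons were removed. Reads on genes numbered 15969575 to 17002788 in the control libraries (median 16741770) and 16642177 to 16943522 in the iΔEC/iΔEC libraries (median 16665789). Isolation, alignment and FPKM were as for the saline and LPS groups, and the FPKM filter left 14944 genes to test. No gene passed the adjusted p of 0.05 (0 genes higher and 0 lower), the smallest adjusted p was 0.742, and 661 genes (4.42%) had an unadjusted p under 0.05. The groups were apart in 1520 genes (10.2%), where chance gives 10% for libraries that are not paired. Here libraries of the same replicate number appear to pair, and neither this share nor the clustering and correlations that follow take the pairs into account. Hierarchical clustering over all genes tested did not part the genotypes. Its top split set loxP 3 alone apart from the rest, and any such split counts 2 of the 6 libraries as misplaced. Correlations between genotypes reached 0.973, above the lowest within the control (0.958) and the iΔEC/iΔEC group (0.961). Among the ROCK genes, Rock2 (ENSMUSG00000020580, chromosome 12 of GRCm38, plus strand, 16894895 to 16987823) rose from 14.1 ± 1.39 to 18.5 ± 0.691 FPKM (SD, n = 3 per group), a log2 fold change of 0.38 (standard error 0.10). Its groups did not overlap (exact permutation p = 0.1), and its limma adjusted p was 0.962. Rock1 (ENSMUSG00000024290, chromosome 18, minus strand, 10064401 to 10181792) was at 15.0 ± 2.29 and 16.5 ± 0.394 FPKM (SD, n = 3 per group), and its log2 fold change of 0.14 was within the spread (exact permutation p = 0.4). Both ROCK genes overlap small annotated genes, whose reads were not separated.

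**Figure D2:**
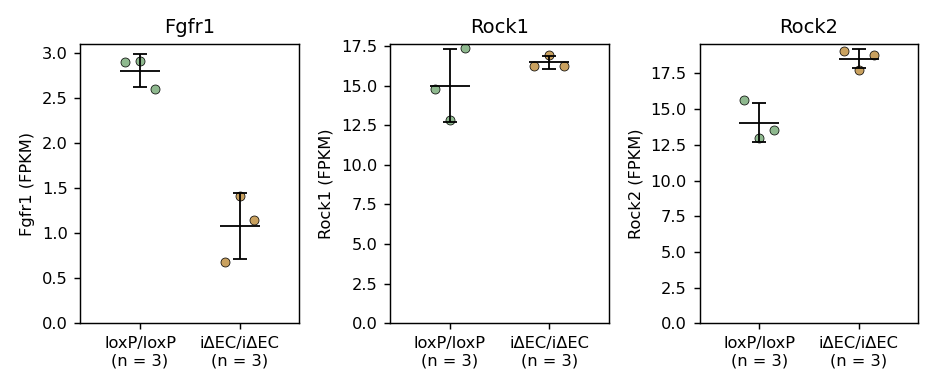
Fgfr1, Rock1 and Rock2 in FPKM in each library of LPS-treated Fgfr1 loxP/loxP (n = 3) and Fgfr1 iΔEC/iΔEC mice (n = 3), with the mean and SD. The groups are apart for Fgfr1 and for Rock2 and overlap for Rock1.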

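GTPases are enzymes that switch signaling on when bound to GTP. The gene list for GTPase activity was built from symbol patterns of GTPase families, and the list for the GTPase complex from the subunits of heterotrimeric G proteins. Of the GTPase activity list, 195 of 230 genes were tested, and it had an NES of 1.50 in iΔEC/iΔEC over loxP/loxP mice (permutation p = 0.00322, adjusted 0.0161). Without loxP 3 its NES was 0.73 and without iΔEC 2 it was 1.82, and with the libraries scaled on the endothelial list it was -0.70. Its adjusted permutation p was above 0.05 also without iΔEC 1 (NES 1.00) and without iΔEC 3 (NES 1.302). Camera with the preset correlation gave p = 0.00722, but the estimated correlation gave 0.233, and fry, a rotation test of limma, gave 0.193. The gene with the largest rise was Rasd1, from 3.33 ± 1.41 to 9.23 ± 7.18 FPKM (SD, n = 3 per group), a log2 fold change of 1.09. Most of that rise came from iΔEC 2, at 17.5 FPKM, and without it the change in Rasd1 was 0.55. Rnd1 (0.62), Arl4a (0.45), Rras2 (0.41) and Arl10 (0.40) followed, and each of the 5 genes had a limma adjusted p of 0.962. The change in Rnd1 was 0.05 without loxP 3 and 0.30 without iΔEC 2. Of the GTPase complex list, 21 of 33 genes were tested, and it had an NES of 1.56 (permutation p = 0.0295, adjusted 0.0984). It passed 0.05 with the moderated t as the ranking (NES 1.73, adjusted permutation p = 0.0243) and without iΔEC 3 (NES 1.74, adjusted permutation p = 0.0494), and without loxP 3 its NES was 0.92. Its 5 genes with the largest rises were Gna13, Gnao1, Gnaq, Gnb1 and Gnai3, with log2 fold changes from 0.15 to 0.24. The Reactome set Signaling by FGFR1 had an NES of 1.01 (permutation p = 0.431). Its p in fry, not adjusted, was 0.169 without and 0.0371 with the replicate number as a block, toward higher in iΔEC/iΔEC mice, and with the block fry gave 0.335 for GTPase activity and 0.245 for the GTPase complex.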

By GSEA, the *Fgfr1* ^iΔEC/iΔEC^ mouse group was enriched for increased GTPase activity-related terms (**Figure 3A**), consistent with the increased Rho GTPase activity found in our RNA-seq of the saline and LPS groups (**Figure 3B**) and previous studies (5, 25). We examined endothelial ROCK activation which correlated with the ratio of pERM/ERM and pMLC2/MLC2 in ECs, suggesting robust ROCK activation in *Fgfr1* ^iΔEC/iΔEC^ mice (**Figure 3C**). It is well known that RhoA GTPase has two isoforms downstream effectors, ROCK1 and ROCK2 (26). According to previous studies, ROCK1 and ROCK2 exert redundant functions in the regulation of actomyosin contractility in mouse embryonic fibroblasts (27). In order to elucidate the effect of each isoform of ROCKs, the autophosphorylation expression levels of pROCK1 (S1333) and pROCK2 (S1366) in ECs were assessed by immunofluorescent staining. We found that pROCK2 was significantly increased in *Fgfr1* ^iΔEC/iΔEC^ mice and that pROCK1 showed no obvious change (**Figure 3C**). Furthermore, knockdown of FGFR1 with siRNA FGFR1 without TNFα treatment significantly increased ROCK2 activity in HUVECs (**Figures 3D**; **S3A**) and the effect of siRNA FGFR1 transfection was tested by western blotting (**Figures 3D**, **S3A**). Similarly, endothelial ROCK2 was activated in WT mice and HUVECs challenged with different doses of TNFα (**Figures 3E, F**, **S3B**). Collectively, these data suggested that endothelial ROCK2 functioned as a downstream of FGFR1 and was activated in the lungs of ALI/ARDS mice and TNFα-stimulated HUVECs.

**Figure 3:**
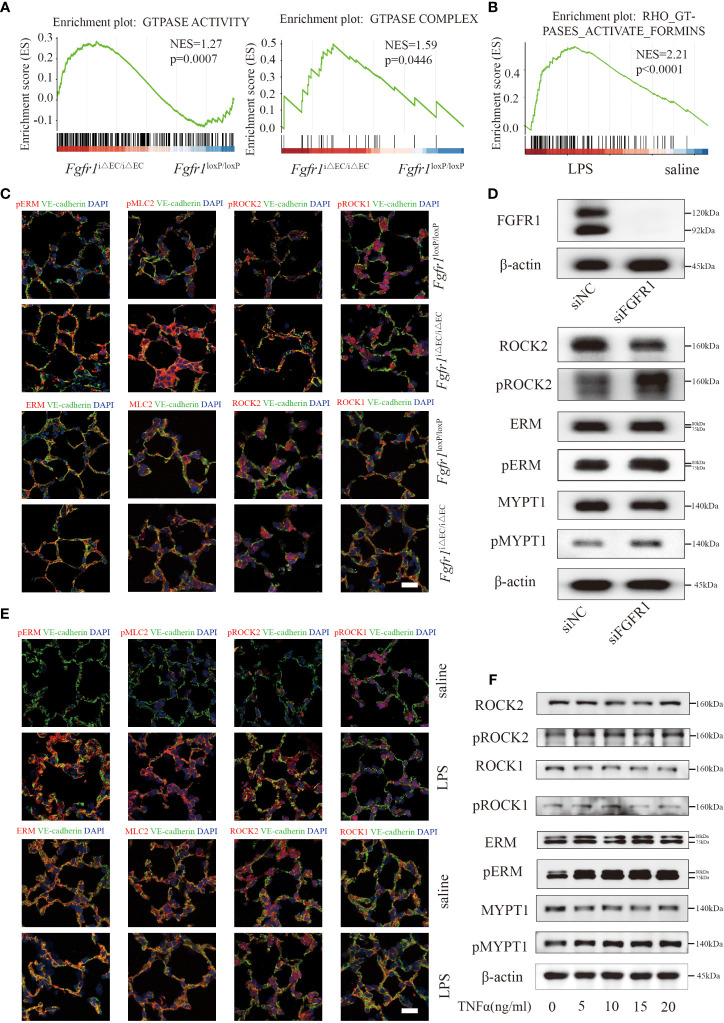
Endothelial ROCK2 was activated in ALI/ARDS model and functioned as a downstream of FGFR1. RNA-seq analysis was performed on ECs isolated from LPS-treated *Fgfr1* ^iΔEC/iΔEC^ mice and *Fgfr1* ^loxP/loxP^ mice. Gene set enrichment analysis of differentially expressed genes showed enrichment of GTPase activity and the GTPase complex **(A)**, which are related to RhoA activation. RhoA GTPase activation was enriched by GSEA in the LPS group compared with the saline group **(B)**. Endothelial ROCK2 activity was assessed by the colocalization of pERM, ERM, pMLC2, MLC2, pROCK2, ROCK2, pROCK1 and ROCK1 (red fluorescent protein) with VE-cadherin (green fluorescent protein) by immunofluorescent staining. Representative images of immunofluorescent staining of endothelial ROCK2 activity in the *Fgfr1* ^iΔEC/iΔEC^ mice vs the *Fgfr1* ^loxP/loxP^ mice group **(C)** and the saline vs LPS group **(E)** are shown. n=3 per group. Scale bars: 40 µm. HUVECs were transfected with siNC or siFGFR1 for 48 h. The expression of FGFR1 after siRNA transfection was detected by WB with FGFR1 and β-actin antibodies. The phosphorylation of ERM, MYPT1 and ROCK2 was assessed **(D)**. In addition, HUVECs were treated with 0, 5, 10, 15 and 20 ng/ml of TNFα for 12 h, and ROCK2 activity was assessed by WB **(F)**.

### AAV Vec-tie shROCK2 effectively attenuated inflammation and vascular leakage in *Fgfr1* ^iΔEC/iΔEC^ mice

To precisely clarify the contribution of endothelial ROCK2 in LPS-treated *Fgfr1* ^iΔEC/iΔEC^ mice, we intratracheally injected AAV Vec-tie-shROCK2 or AAV Vec-tie-shNC into *Fgfr1* ^iΔEC/iΔEC^ mice after tamoxifen induction. One month later, LPS (2 mg/kg) was intratracheally injected (**Figure 4A**). The knockdown efficiency of AAV Vec-tie-shROCK2 was verified by immunofluorescence (**Figure 4B**). Histology (**Figure 4C**) and inflammatory cytokines (**Figure 4D**) showed a significant decline in inflammation in *Fgfr1* ^iΔEC/iΔEC^ mice treated with AAV Vec-tie-shROCK2. Moreover, decreased extravasation of AF555-dextran (**Figure 4E**) and EBD (**Figure 4F**) demonstrated that knockdown of endothelial ROCK2 effectively blocked vascular leakage in *Fgfr1* ^iΔEC/iΔEC^ mice. Overall, our data indicated that inhibition of endothelial ROCK2 activity exhibited an effective way to relieve the aggravation due to lack of endothelial FGFR1 and provided further evidence that deficiency of endothelial FGFR1 contributed to inflammation and vascular permeability *via* activation of ROCK2. Furthermore, this finding provided an effective and therapeutic target for ALI/ARDS.

**Figure 4:**
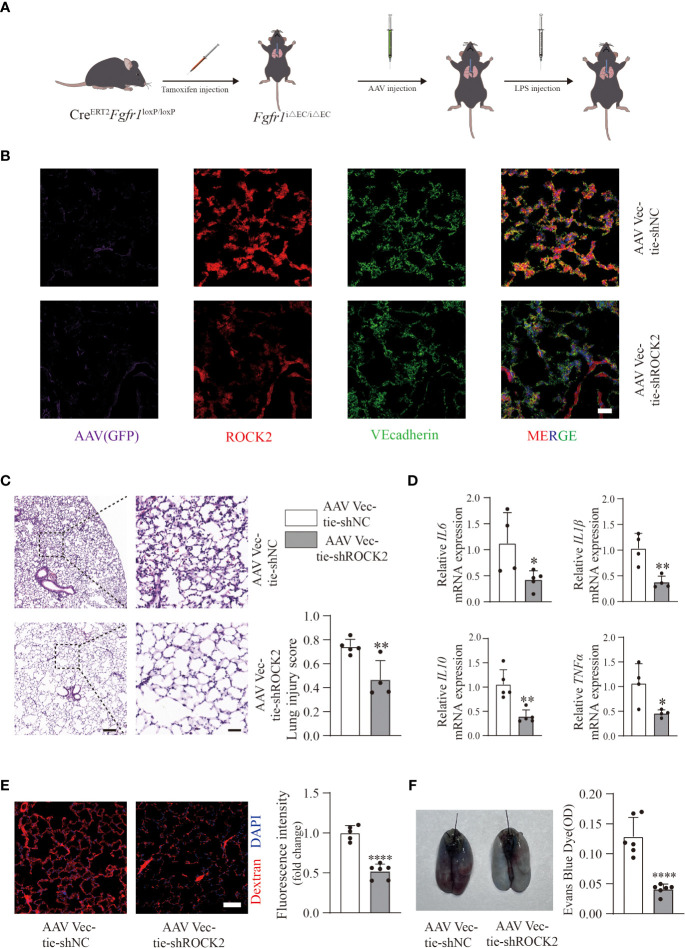
AAV Vec-tie-shROCK2 effectively inhibited inflammation and vascular leakage in *Fgfr1* ^iΔEC/iΔEC^ mice. After intraperitoneal injection of tamoxifen, *Fgfr1* ^iΔEC/iΔEC^ mice were intratracheally injected with AAV Vec-tie-shROCK2 or AAV Vec-tie-shNC. One month later, they were intratracheally injected with LPS (2 mg/kg) **(A)**. The efficiency of AAV Vec-tie expressing ROCK2-specific shRNA in pulmonary ECs was verified by immunofluorescence. Representative images of immunofluorescent staining of GFP, ROCK2 and VE-cadherin in lung tissues from *Fgfr1* ^iΔEC/iΔEC^ mice treated with GFP-AAV Vec expressing either negative control shRNA or ROCK2 specific shRNA are shown **(B)**. n=3 per group. Scale bars: 50 µm. The AAV Vec-tie-shROCK2 group showed significantly decreased inflammation. Representative images stained with hematoxylin and eosin and lung injury scores are shown **(C)**. n=4 or 5 per group. Scale bars: 200 µm (left) and 40 µm (right). Relative mRNA expression levels of inflammatory cytokines (*IL6*, *IL1β*, *IL10*, *TNFα*) were examined by RT-PCR **(D)**. n=4 or 5 per group. Vascular permeability was also significantly decreased in the AAV Vec-tie-shROCK2 group. Representative images of immunofluorescent staining and quantitative mean fluorescence intensity of AF555-dextran are shown **(E)**. n=5 or 6 per group. Scale bars: 50 µm. Representative images of the gross appearance of EBD-stained lungs and quantification of EBD content in the lungs are shown **(F)**. n=6 per group. Each bar represents the mean ± SD; *p < 0.05, **p < 0.01 and ****p < 0.0001.

### TDI01 effectively attenuated ALI/ARDS in *Fgfr1* ^iΔEC/iΔEC^ mice and endothelial dysfunction in FGFR1-deficient HUVECs

After demonstrating the effects of activated ROCK2, we selected ROCK2 rather than ROCK1 as the therapeutic target for ALI/ARDS in *Fgfr1* ^iΔEC/iΔEC^ mice. TDI01 is a highly selective ROCK2 inhibitor and has shown good efficacy (Beijing Tide Pharmaceutical Co., Ltd.). Therefore, we pretreated *Fgfr1* ^iΔEC/iΔEC^ mice with TDI01 (200 mg/kg/day) for 3 days before injection of LPS. Subsequently we compared the histology, inflammatory response and pulmonary vascular leakage. The results showed that TDI01 significantly alleviated pulmonary edema and inflammatory response based on significantly decreased lung injury scores (**Figure 5A**) and inflammatory cytokines (**Figure 5B**). Moreover, the extravasation of FITC-dextran (**Figure 5C**) and EBD (**Figure 5D**) was reduced, suggesting that TDI01 protected against pulmonary vascular leakage. Mechanistically, the TDI01-pretreated *Fgfr1* ^iΔEC/iΔEC^ mouse group showed decreased pERM, pMLC2 and pROCK2 (**Figure 5E**). In addition, western blotting analysis indicated that knockdown of FGFR1 by siRNA FGFR1 in HUVECs with or without TNFα stimulation enhanced the ratio of pROCK2/ROCK2, pERM/ERM and pMYPT1/MYPT1 (**Figures 5F**, **S4A**). Importantly, TDI01 significantly downregulated the phosphorylation of ROCK2,ERM and MYPT1 (**Figures 5F**, **S4A**), demonstrating that TDI01 inhibited ROCK2 activation *in vitro*. When insulted by inflammatory mediators such as TNFα and LPS, ECs transform into a dysfunctional phenotype with increased adhesion molecules (such as ICAM1, VCAM1) on the cell surface to adhere to leukocytes and increased permeability (2, 28). To investigate whether knockdown of FGFR1 and ROCK2 activation in HUVECs affect the expression of ICAM1 and VCAM1, HUVECs were transfected with siRNA FGFR1 with or without pretreatment with TDI01 for 24 h before stimulation with TNFα for 12 h. The results suggested that knockdown of FGFR1 enhanced the expression of ICAM1 and VCAM1, which was dampened by inhibition of its downstream ROCK2 activity (**Figures 5G**, **S4B**). We also performed a monocyte adhesion assay to assess the recruitment of inflammatory cells to HUVECs. HUVECs were pretreated with TDI01 for 24 h with or without azd4547 (FGFR pan inhibitor) for 12 h, and then challenged by TNFα for 12 h. THP-1 cells were labeled with Hoechst 33342 and then co-incubated with HUVECs. A significant increase in the recruitment of monocytes was observed in the azd4547-treated group, which was blocked by TDI01 (**Figures 5H**, **S4C**). To determine the role of decreased FGFR1 and ROCK2 activation in regulating vascular permeability, *in vitro* TNFα-stimulated HUVECs were pretreated with TDI01 for 24 h and then treated with or without azd4547 for 12 h. The fluorescence intensity of extravasated FITC-dextran was measured (**Figure 5I**) and the results indicated that loss of FGFR1 signaling promoted vascular leakage, which was blocked by inhibition of ROCK2 activity. Taken together, loss of FGFR1 and activated ROCK2 made HUVECs more adhesive to inflammatory cells and aggravated vascular leakage. Meanwhile, TDI01 inhibited ROCK2 activity and played a therapeutic role.

**Figure 5:**
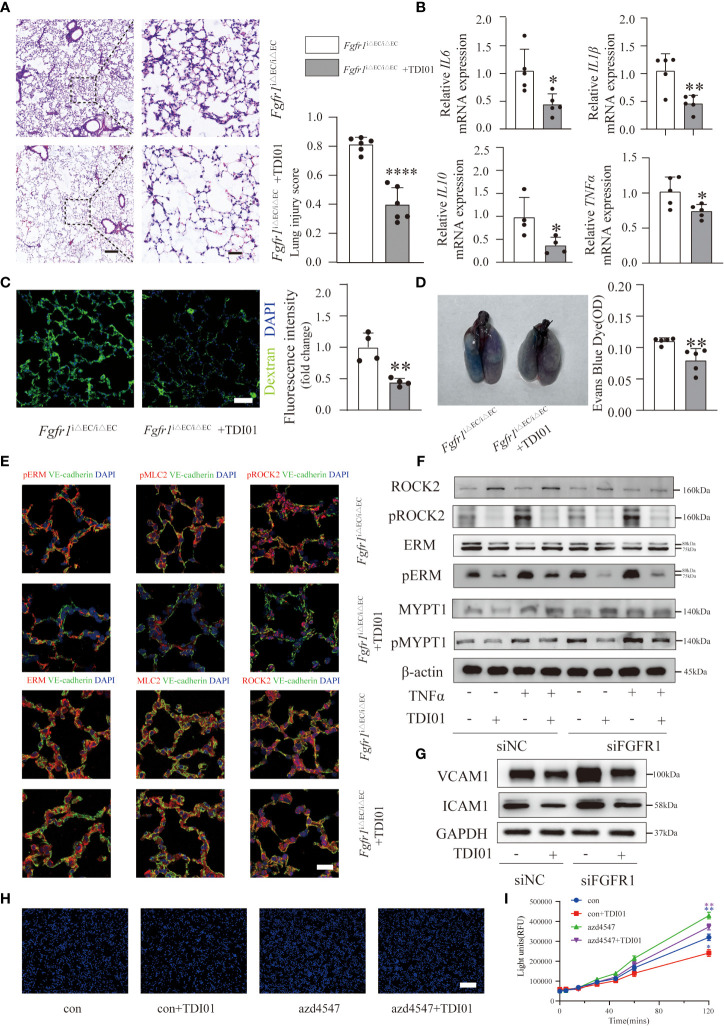
TDI01 effectively attenuated ALI/ARDS in *Fgfr1* ^iΔEC/iΔEC^ mice and endothelial dysfunction in FGFR1-deficient HUVECs. Inhibition of ROCK2 by TDI01 suppressed the inflammatory response of *Fgfr1* ^iΔEC/iΔEC^ mice. Representative images stained with hematoxylin and eosin and lung injury scores are shown **(A)**. n=6 per group. Scale bars: 200 µm (left) and 40 µm (right). The relative mRNA expression of inflammatory cytokines (*IL6*, *IL1β*, *IL10*, *TNFα*) was reduced in the TDI01-pretreated *Fgfr1* ^iΔEC/iΔEC^ group **(B)**, n=4 or 5 per group. Vascular barrier dysfunction in *Fgfr1* ^iΔEC/iΔEC^ mice was rescued by TDI01, as indicated by decreased leakage of FITC-dextran **(C)**, n=4 per group, scale bars: 50 µm and EBD **(D)**, n=5 per group. Endothelial ROCK2 activity was inhibited by TDI01 in *Fgfr1* ^iΔEC/iΔEC^ mice and was assessed by the colocalization of pERM, ERM, pMLC2, MLC2, pROCK2 and ROCK2 (red fluorescent protein) with VE-cadherin (green fluorescent protein) by immunofluorescent staining. Representative images are shown **(E)**. n=5 per group. Scale bars: 40 µm. HUVECs were transfected with siNC or siFGFR1 and pretreated with TDI01 (0, 10 µM) for 24 h, and then treated with or without 20 ng/ml of TNFα for 12 h. ROCK2 activity was determined by the phosphorylation of ERM, MYPT1 and ROCK2 **(F)**. HUVECs were transfected with siNC or siFGFR1 and pretreated with TDI01 (0, 10 µM) for 24 h, and then treated with 20 ng/ml of TNFα for 12 h. The expression of VCAM1 and ICAM1 was assessed by WB **(G)**. HUVECs were pretreated with TDI01 (0, 1 µM) for 24 h, treated with or without azd4547 (1 µM) for 12 h and then challenged by 20 ng/ml of TNFα for 12 h. Hoechst 33342-labeled monocytes were added to each well and co-incubated for 4 h. Representative images of adhered Hoechst 33342-labeled monocytes are shown **(H)**. n=3 per group, scale bars: 200 µm. HUVECs were pretreated with TDI01 (0, 1 µM) for 24 h, and treated with or without azd4547 (1 µM) for 12 h and then were plated for permeability assay. FITC-dextran and TNFα (20 ng/ml) were simultaneously administered into HUVECs and the fluorescence intensity were recorded at 0, 5, 15, 30, 45, 60, 120 min **(I)**. n=3 per group. Each bar represents the mean ± SD; *p < 0.05, **p < 0.01 and ****p < 0.0001.

### TDI01 inhibited ROCK2 activity in LPS-induced ALI/ARDS and TNFα-stimulated HUVECs

Previous studies have noted that RhoA GTPase and its effectors (ROCK1, ROCK2) inhibitors offer promising targets for ALI/ARDS (20). To test whether TDI01 still has a protective role in more severe conditions, we performed pretreatment with TDI01 (200 mg/kg/day) for 3 days before injection of LPS and used a higher dose of LPS (10 mg/kg) to obtain an ALI/ARDS model with more severe inflammation and vascular permeability. Histology (**Figure 6A**) and inflammatory cytokine expression (**Figure 6B**) demonstrated an evident reduction in inflammation in the TDI01-pretreated group. In terms of its effect on vascular permeability, we also observed a significant decrease in exosmic FITC-dextran (**Figure 6C**) and EBD (**Figure 6D**), which suggested that TDI01 could exert its function in the preservation of vascular integrity. Endothelial ROCK2 activity was significantly inhibited *in vivo* (**Figure 6E**). Furthermore, HUVECs were pretreated with TDI01 before TNFα challenge and western blotting analysis showed that ROCK2 activity (**Figures 6F**, **S5A**), ICAM1 and VCAM1 (**Figures 6G**, **S5B**) were inhibited in a dose-dependent manner, and TDI01 effectively attenuated TNFα-induced monocyte adhesion (**Figures 6H**, **S5C**). TDI01 also protected HUVECs against TNFα-induced vascular leakage (**Figure 6I**). Overall, TDI01 exhibited promising effectiveness for the treatment of ALI/ARDS.

**Figure 6:**
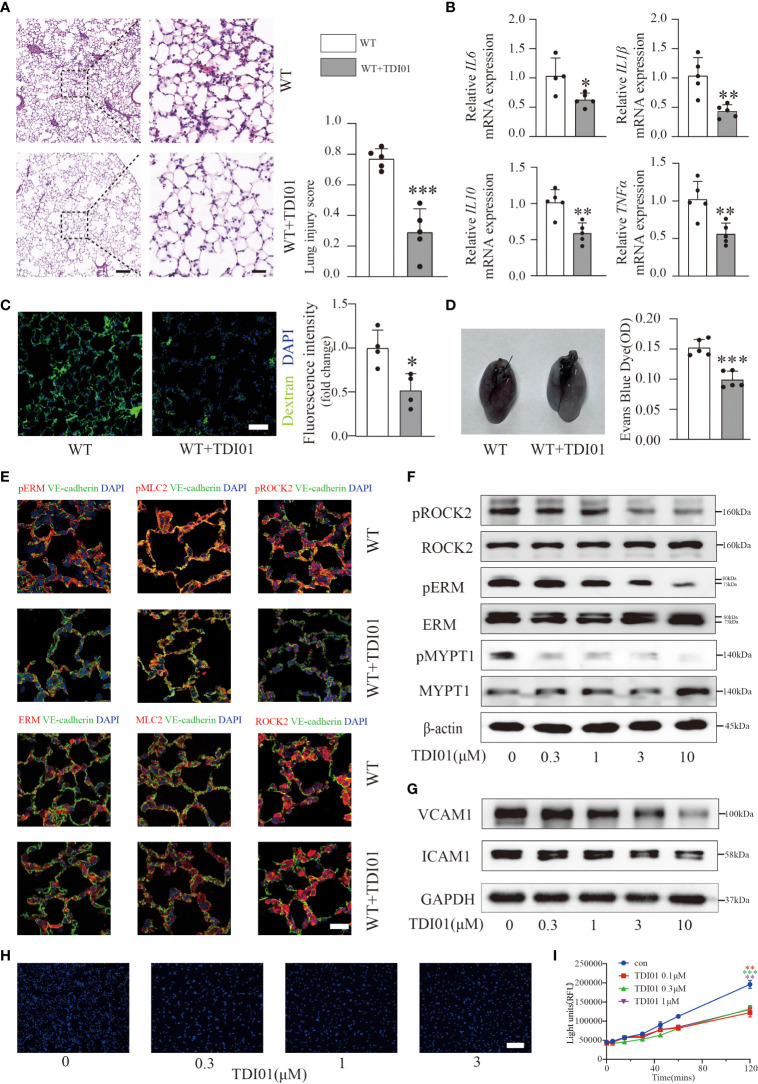
TDI01 could rescue LPS-induced ALI/ARDS and TNFα-stimulated HUVECs. Representative lung sections were stained with hematoxylin and eosin, and lung injury scores were quantified, n=5 per group. Scale bars: 200 µm (left) and 40 µm (right) **(A)**. The relative mRNA expression of inflammatory cytokines (*IL6*, *IL1β*, *IL10*, *TNFα*) in the TDI01-pretreated WT group was reduced **(B)**. n=4 or 5 per group. Vascular permeability was tested by FITC-dextran **(C)** and EBD **(D)**, and TDI01 has a protective role in the vascular barrier, as evidenced by decreased extravasation of FITC-dextran **(C)**, n=4 per group, scale bars: 50 µm and Evans blue dye **(D)**, n=5 per group. Endothelial ROCK2 activity was inhibited by TDI01 in WT mice and was assessed by the colocalization of pERM/ERM, pMLC2/MLC2 and pROCK2/ROCK2 (red fluorescent protein) with VE-cadherin (green fluorescent protein) by immunofluorescent staining. Representative images are shown **(E)**. n=3 per group, scale bars: 20 µm. HUVECs were pretreated with 0, 0.3, 1, 3 and 10 µM of TDI01 for 24 h and then treated with 20 ng/ml of TNFα for 12 h. ROCK2 activity was examined by WB **(F)**. The expression of VCAM1 and ICAM1 was assessed by WB **(G)**. HUVECs were pretreated with TDI01 (0, 0.3, 1, 3 µM) for 24 h and then challenged by 20 ng/ml of TNFα for 12 h. Hoechst 33342-labeled monocytes were added to each well and co-incubated for 4 h. Representative images of adhered Hoechst 33342-labeled monocytes are shown **(H)**. n=3 per group, scale bars: 200 µm. HUVECs were pretreated with TDI01 (0, 0.1,0.3,1 µM) for 24 h, stimulated with TNFα (20 ng/ml) for 12 h and then plated for permeability assay. The fluorescence intensity of FITC-dextran was recorded at 0, 5, 15, 30, 45, 60, 120 min **(I)**. n=3 per group. Each bar represents the mean ± SD; *p < 0.05, **p < 0.01 and ***p < 0.001.

## Discussion

In the present study, we demonstrated that LPS triggered a significant increase in inflammation as well as pulmonary vascular leakage and that endothelial cells acting as a semipermeable barrier played a critical role in the progression of ALI/ARDS. We showed that endothelial FGFR1 signaling was significantly reduced in the LPS-treated WT mouse group. We therefore utilized *Fgfr1* ^iΔEC/iΔEC^ mice to conditionally knock out endothelial FGFR1 and confirmed that endothelial ROCK2, but not endothelial ROCK1, was activated in *Fgfr1* ^iΔEC/iΔEC^ mice. Meanwhile, *in vitro* knockdown of FGFR1 by siRNA activated ROCK2, leading to endothelial dysfunction with increased adhesive properties and permeability in TNFα-treated HUVECs. Furthermore, inhibition of endothelial ROCK2 by AAV Vec-tie-shROCK2 significantly attenuated inflammation and alleviated vascular leakage in *Fgfr1* ^iΔEC/iΔEC^ mice. In addition, we found that TDI01, a novel selective ROCK2 inhibitor, strongly inhibited ROCK2 activity in LPS-induced ALI/ARDS *in vivo* and TNFα-treated HUVECs *in vitro*, suggesting promising therapeutic prospects for ALI/ARDS.

Healthy endothelial cells exhibit an anti-inflammatory phenotype to regulate inflammation. However, when stimulated by LPS, damage-associated molecular patterns (DAMPs) and cytokines, they will transform into an inflammatory phenotype, prone to become vascular leaky and attractive to inflammation (2, 4). Thus, in this study, we focused on pulmonary endothelial cells and sorted pulmonary ECs from saline or LPS-treated WT mice through magnetic beads to determine transcriptional changes. Our data demonstrated that endothelial FGFR1 was significantly decreased in the LPS-treated WT mouse group. 

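In the RNA-seq of the sorted pulmonary ECs, Fgfr1 was measured at 3.61 ± 1.28 FPKM (SD, n = 4) in the saline group and 1.81 ± 0.592 FPKM (SD, n = 6) in the LPS group. Fgfr1 (ENSMUSG00000031565) is a protein-coding gene on the plus strand of chromosome 8 of GRCm38, from 25513654 to 25575718, and it overlaps Gm16159 on the opposite strand. The counts behind these values were 497 to 721 reads per saline library and 190 to 469 reads per LPS library. The log2 fold change was -0.70 (standard error 0.20, limma adjusted p = 0.0113), and every LPS library was below every saline library (two-sided exact permutation test, p = 0.00952). Saline 1 was the highest library, at 5.52 FPKM against 2.82 to 3.17 FPKM in the rest of its group, and without it the log2 fold change was -0.52 (limma adjusted p = 0.0265). With the libraries scaled on the endothelial marker list, the alternative that moved Fgfr1 most, the log2 fold change was -0.20 (exact permutation p = 0.243) and the groups overlapped. The adjusted p rose above 0.05 also with the length and GC trend of each library removed (-0.45, limma adjusted p = 0.0576) and with the replicate number as a block (-0.75, limma adjusted p = 0.0557). Fgfr2 changed by -0.84 (limma adjusted p = 0.00541, from 5.52 to 2.57 FPKM) and Fgfr4 by -1.68 (limma adjusted p = 6.65e-05, from 3.44 to 0.320 FPKM) on the log2 scale. The log2 ratio of the mean FPKM of Fgfr4 was -3.43, since the pseudocount of 1 draws low values together. In FPKM of this bead fraction, which also holds transcripts of other cells, Fgfr3 had the highest level of the 4 receptors, and its change of -0.63 was within the replicate spread (limma adjusted p = 0.204). Here too saline 1 was far above its group, at 74.4 FPKM against 20.6 to 24.2 FPKM, and without it the Fgfr3 change was -0.20. These values are transcript levels in the bead-isolated fraction, and the paper also measured FGFR1 by PCR and immunostaining, which were not analysed here.

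**Figure D3:**
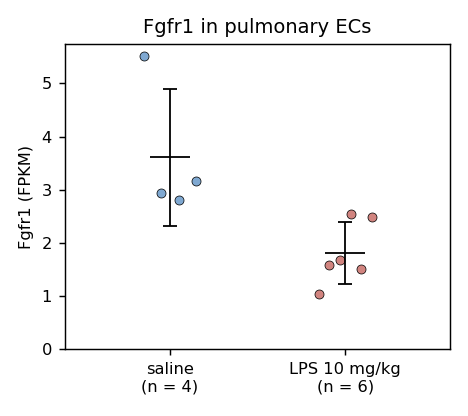
Fgfr1 in FPKM in each library of the saline group (n = 4) and the group given 10 mg/kg LPS (n = 6), with the mean and SD. Every LPS library is below every saline library, and saline 1 stands at 5.52 FPKM.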

Endothelial FGFR1 has been reported to be an essential element for maintaining vascular homeostasis (11). However, its mechanism in ALI/ARDS has not yet been elucidated. We next sought to explore the role of endothelial FGFR1 in regulating inflammation and pulmonary vascular permeability. Therefore, we constructed *Fgfr1* ^iΔEC/iΔEC^ mice with conditional knockout of endothelial FGFR1 for further experiments. A recent study showed that administration of recombinant FGF2 alleviated pulmonary vascular leakage and attenuated the inflammatory response in sepsis-induced ALI by stabilizing adherens junctions (29). Additionally, FGF10 exhibited its protective function in preservation of alveolar-capillary barrier integrity in high altitude pulmonary edema (30). The similarity among these studies suggests a protective role of FGFs and is consistent with our finding of aggravated inflammation and pulmonary vascular permeability in *Fgfr1* ^iΔEC/iΔEC^ mice compared with *Fgfr1* ^loxP/loxP^ mice. We then sought to identify the downstream targets of FGFR1 and performed RNA-seq analysis of pulmonary ECs from LPS-treated *Fgfr1* ^iΔEC/iΔEC^ mice and *Fgfr1* ^loxP/loxP^ mice. Strikingly, our data confirmed that endothelial ROCK2 rather than endothelial ROCK1 was activated not only in *Fgfr1* ^iΔEC/iΔEC^ mice but also in LPS-treated WT mice, as evidenced by the increased phosphorylation of a variety of substrates, such as the ERM, MYPT1, MLC and autophosphorylation by ROCK2 on S1366, while *in vitro* knockdown of FGFR1 in HUVECs also showed increased ROCK2 activity. In turn, this finding is consistent with the report that exogenous FGF treatment dependent on FGFR-induced activation of PI3K-Akt-Rac1 signaling inhibits RhoA activity and protects the blood-brain barrier after intracerebral hemorrhage in mice (31). We also found that decreased FGFR1 and ROCK2 activation made TNFα-treated HUVECs more adhesive to inflammatory cells and more permeable. Overall, our data provided further evidence that deletion of endothelial FGFR1 signaling by upregulating the ROCK2 activity-mediated pathway led to exacerbation of ALI/ARDS.

To determine the role of ROCK2 in LPS-treated *Fgfr1* ^iΔEC/iΔEC^ mice, we intratracheally injected AAV Vec-tie-shROCK2 for the precise knockdown of ROCK2 in pulmonary ECs. Our data showed that knockdown of ROCK2 significantly alleviated inflammation and vascular leakage in LPS-treated *Fgfr1* ^iΔEC/iΔEC^ mice and identified endothelial ROCK2 as a promising therapeutic target. Notably, RhoA and its downstream effectors ROCKs (ROCK1 and ROCK2) inhibit dephosphorylation of MLCP and directly phosphorylate MLC to augment the phosphorylation of MLC, resulting in endothelial contraction and subsequent vascular barrier dysfunction (5). Constructional vascular integrity is supported by tight junctions and adherens junctions, which are linked to the endothelial actin cytoskeleton (4). Disruption of the endothelial barrier is attributed to the activation of the actin-myosin contractile apparatus, which is regulated by the level of myosin light chain (MLC) phosphorylation. Indeed, phosphorylation is dynamic and regulated by the interaction between calcium/calmodulin-dependent MLC kinase (MLCK, phosphorylation) and MLC phosphatase (MLCP, dephosphorylation) (5, 32). When MLC is excessively phosphorylated, the tension of actinomyosin contraction pulls endothelial cells apart and contributes to the formation of intercellular gaps.

Due to the extensive expression and complexity of FGF/FGFR1 signaling, we sought a more specific drug for treatment to prevent unwanted side effects. TDI01 is a novel and highly selective ROCK2 inhibitor that is currently being tested in phase I clinical trials for the treatment of idiopathic pulmonary fibrosis and silicosis. Compared with nonselective inhibitors such as Y27632 and fasudil, which target both ROCK1 and ROCK2 (20), TDI01 is expected to have a greater therapeutic effect and fewer side effects. Our data demonstrated that TDI01 protected against inflammation and vascular leakage in LPS-induced ALI/ARDS. In addition, TDI01 rescued endothelial dysfunction by downregulating the expression of VCAM1 and ICAM1, attenuating inflammatory cell adhesion and decreasing permeability. The present study used pretreatment before LPS injection, and TDI01 successfully achieved good preventative and curative effects in alleviating vascular leakage and inflammation, indicating its potential for clinical translation.

In summary, our findings suggest that endothelial FGFR1 signaling plays a key role in preserving the integrity of the pulmonary vascular barrier, and reveal that activated ROCK2 contributing to EC contraction and gap formation of neighboring ECs is responsible for the exacerbation of ALI/ARDS in *Fgfr1* ^iΔEC/iΔEC^ mice. We also found that TDI01, a new selective ROCK2 inhibitor, prevents and treats ALI/ARDS and provides potential valuable insights for the treatment of this disease.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE216635 (GEO).

## Ethics statement

The animal study was reviewed and approved by the committees of West China Second University Hospital, Sichuan University.

## Author contributions

This study was designed and drafted by YH, HW, B-SD and CW. YD performed all the experiments and prepared the manuscript. XH performed RNA-seq analysis. WZ analyzed the data. HZ and CM revised the manuscript. All authors contributed to the article, read, and approved the final manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Deficiency of endothelial FGFR1 signaling via upregulation of ROCK2 activity aggravated ALI/ARDS
**Source:** Front Immunol. 2023 Mar 10;14:1041533. doi: 10.3389/fimmu.2023.1041533
**Supplement:** Supplementary file 1

**Supplementary Materials**

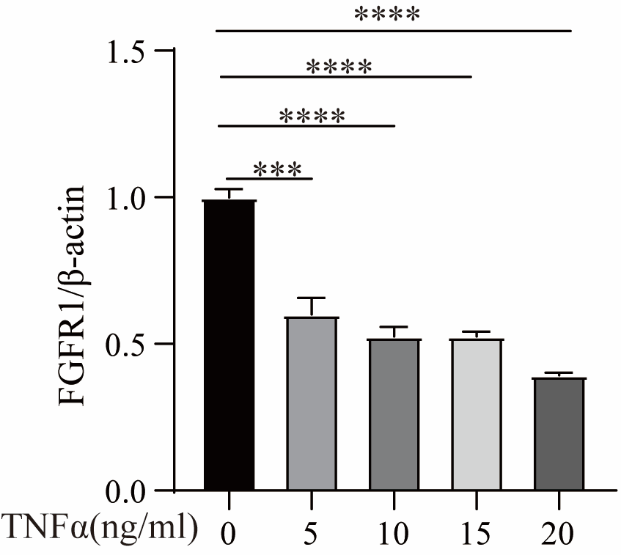

**Figure S1.** (Related to Fig. 1). HUVECs were treated with 0, 5, 10, 15 and 20 ng/ml TNFα for 12 h. The relative densities of FGFR1 in HUVECs which were stimulated by TNFα for 12 h were quantified. n=3 per group. Each bar represents the mean ± SD; *** p < 0.001 and **** p < 0.0001.

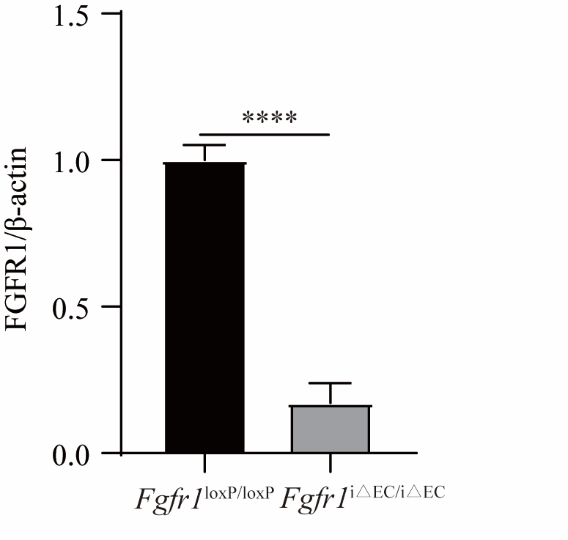
**Figure S2.** (Related to Fig. 2). Pulmonary ECs were isolated from *Fgfr1*^loxP/loxP^ mice and *Fgfr1*^iΔEC/iΔEC^ mice. The relative densities of FGFR1 were quantified. n=3 per group. Each bar represents the mean ± SD; **** p < 0.0001.

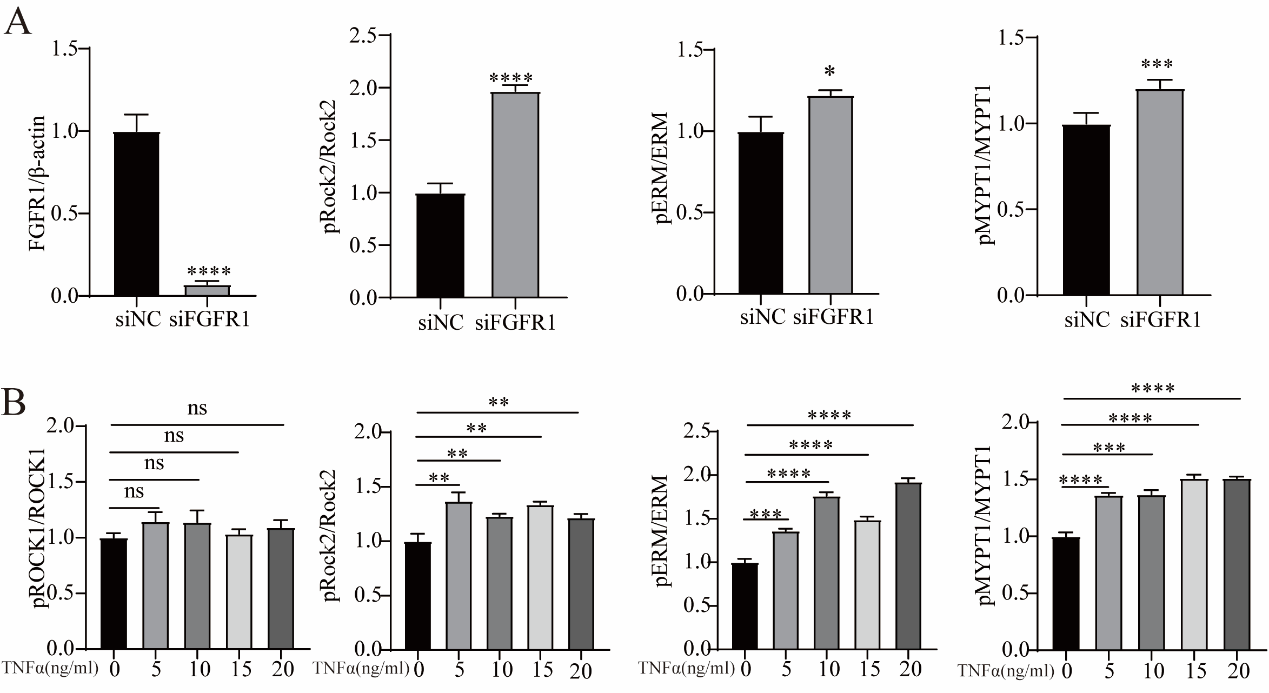

**Figure S3.** (Related to Fig. 3). The relative densities of FGFR1 in HUVECs which were transfected by siNC and siFGFR1 were quantified (A). Densitometric quantification of pROCK2/ROCK2, pERM/ERM and pMYPT1/MYPT1(A) at 48 h after siRNA transfection was shown. n=3 per group. HUVECs were treated with 0, 5, 10, 15 and 20 ng/ml TNFα for 12 h. Relative densities of western blotting images were quantified and the ratio of pROCK1/ROCK1, pROCK2/ROCK2, pERM/ERM and pMYPT1/MYPT1 was shown (B). n=3 per group. Each bar represents the mean ± SD; ns>0.05, *p < 0.05, **p < 0.01, *** p < 0.001 and **** p < 0.0001.

**
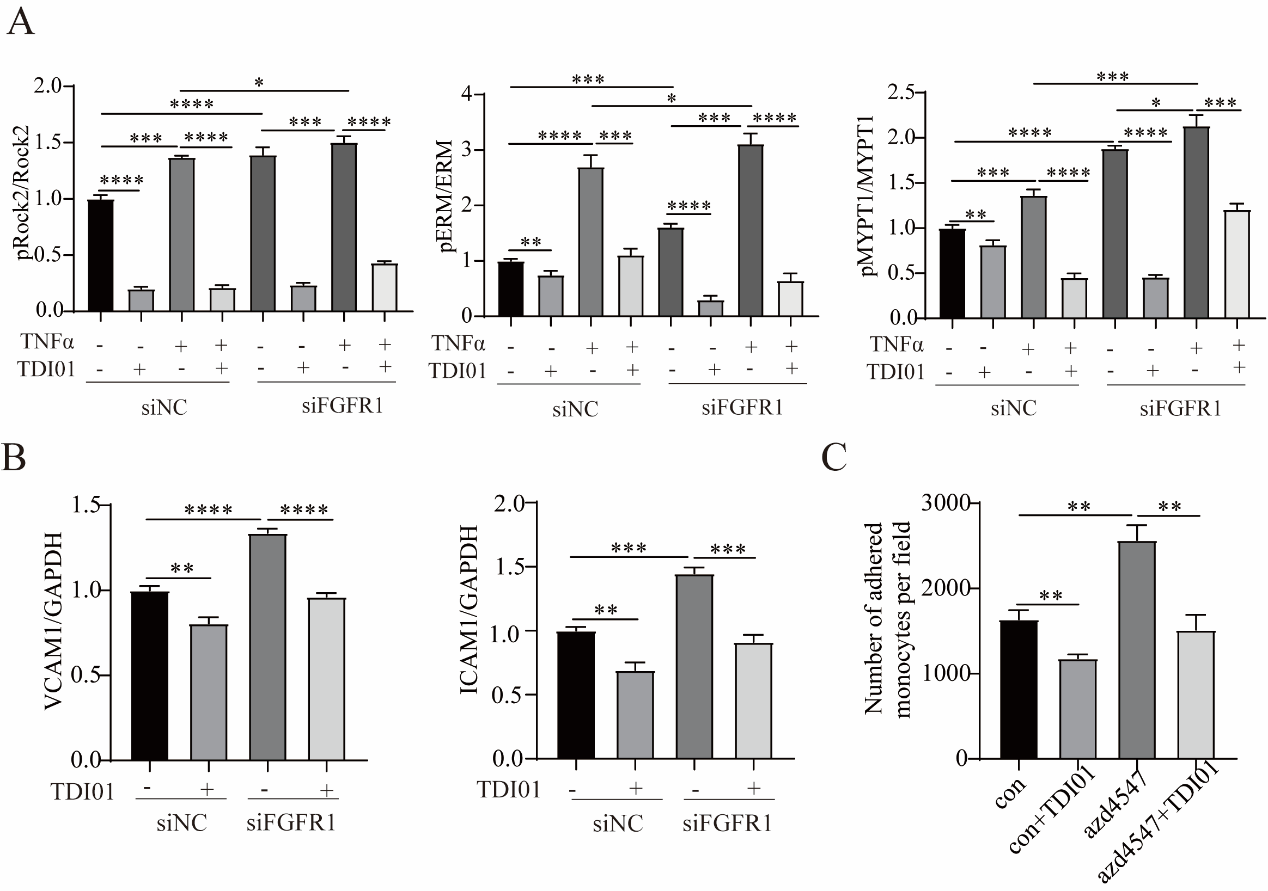
Figure S4.** (Related to Fig. 5). HUVECs were transfected with siNC or siFGFR1 and pretreated with TDI01 (0, 10 µM) for 24 h, and then treated with or without 20 ng/ml TNFα for 12 h. Densitometric quantification of pROCK2/ROCK2, pERM/ERM and pMYPT1/MYPT1(A) was shown. n=3 per group. HUVECs were transfected with siNC or siFGFR1 and pretreated with TDI01 (0, 10 µM) for 24 h, and then treated with 20 ng/ml TNFα for 12 h. The relative densities of VACM1 and ICAM1 in HUVECs which were quantified (B). n=3 per group. HUVECs were pretreated with TDI01(0, 1 µM) for 24 h with or without azd4547(1 µM) for 12 h, and then challenged by 20 ng/ml TNFα for 12 h. Hoechst 33342 labeled monocytes were added to each well, co-incubated for 4 h and then were counted to evaluate the endothelial adherence capacity (C). Each bar represents the mean ± SD; *p < 0.05, **p < 0.01, *** p < 0.001 and **** p < 0.0001.

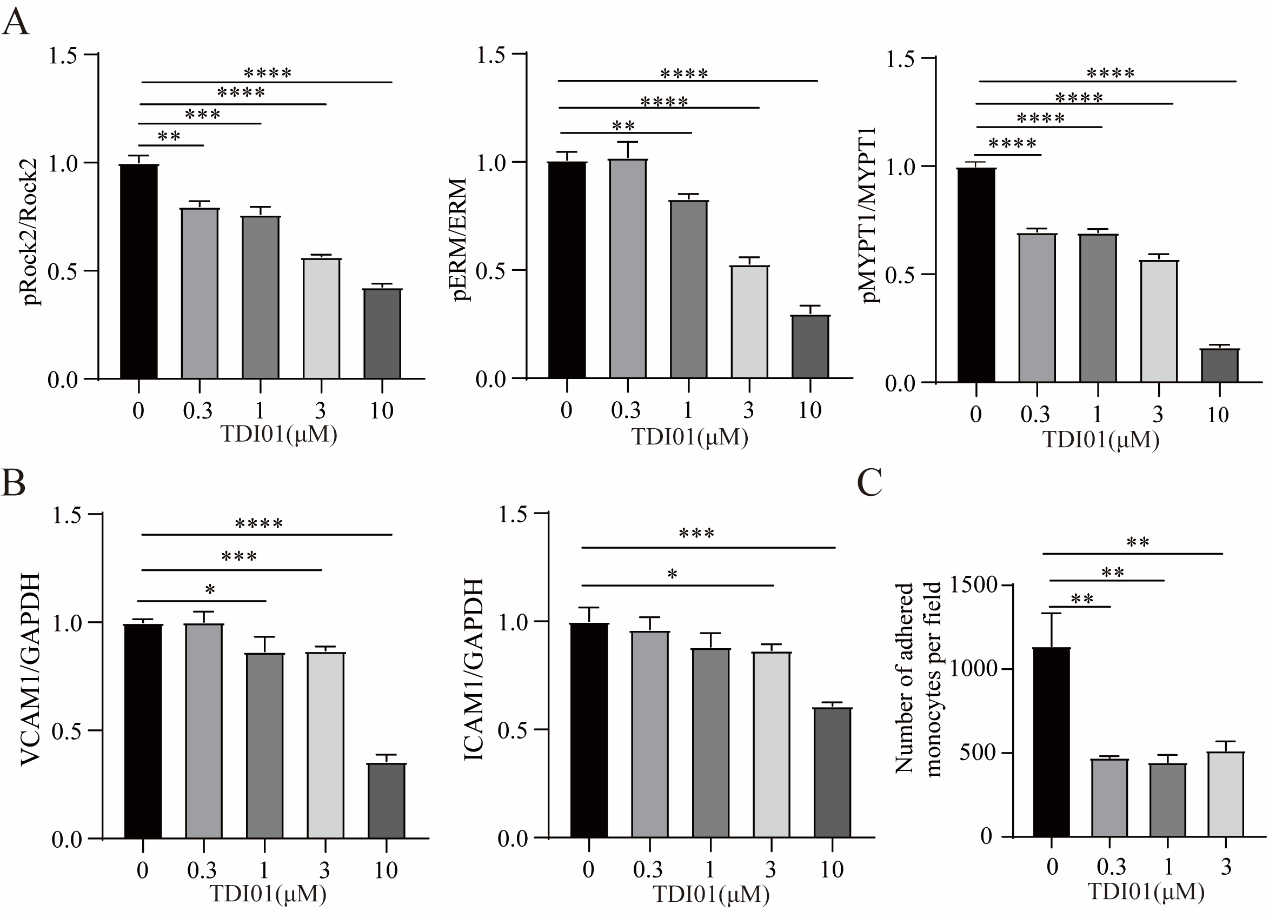

**Figure S5.** (Related to Fig. 6). HUVECs were pretreated with 0, 0.3, 1, 3 and 10 µM TDI01 for 24 h and then treated with 20 ng/ml TNFα for 12 h. Densitometric quantification of pROCK2/ROCK2, pERM/ERM, pMYPT1/MYPT1 (A), VCAM1/GAPDH and ICAM1/GAPDH (B) was shown. n=3 per group. HUVECs were pretreated with 0, 0.3, 1, 3 µM TDI01 for 24 h and then challenged by 20 ng/ml TNFα for 12 h. Hoechst 33342 labeled monocytes were added to each well, coincubated for 4 h and then were counted to evaluate the endothelial adherence capacity (C) Each bar represents the mean ± SD; *p < 0.05, **p < 0.01, *** p < 0.001 and **** p < 0.0001.

**Table S1 Sequences of AAV Vec-tie-shROCK2 and AAV Vec-tie-shNC**

| AAV Vec-tie-shROCK2 | |
| --- | --- |
| Forward | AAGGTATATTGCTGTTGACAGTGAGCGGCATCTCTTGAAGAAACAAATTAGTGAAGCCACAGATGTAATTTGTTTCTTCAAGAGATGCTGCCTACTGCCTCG |
| Reverse | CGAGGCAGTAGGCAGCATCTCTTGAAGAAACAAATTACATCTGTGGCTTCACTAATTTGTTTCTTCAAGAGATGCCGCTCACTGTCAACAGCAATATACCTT |
| AAV Vec-tie-shNC | |
| Forward | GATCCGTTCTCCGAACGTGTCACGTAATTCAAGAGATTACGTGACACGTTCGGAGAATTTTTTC |
| Reverse | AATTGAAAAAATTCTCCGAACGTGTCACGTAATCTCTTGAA  TTACGTGACACGTTCGGAGAACG |

**Table S2 Primers used in quantitative real-time PCR**

| **Gene** | **Primer sequence** | |
| --- | --- | --- |
| GAPDH | Forward | 5’- AGGTCGGTGTGAACGGATTTG -3’ |
|  | Reverse | 5’- TGTAGACCATGTAGTTGAGGTCA -3’ |
| IL6 | Forward | 5’-GCCTTCTTGGGACTGATGCT-3’ |
|  | Reverse | 5’-TGTGACTCCAGCTTATCTCTTGG-3’ |
| IL1β | Forward | 5’-TGCCACCTTTTGACAGTGATG-3’ |
|  | Reverse | 5’-AAGGTCCACGGGAAAGACAC-3’ |
| IL10 | Forward | 5’-ACTACCAAAGCCACAAGGCA-3’ |
|  | Reverse | 5’-ACACCTTGGTCTTGGAGCTTATTA-3’ |
| TNFα | Forward | 5’-CCCTCACACTCAGATCATCTTCT-3’ |
|  | Reverse | 5’-GCTACGACGTGGGCTACAG-3’ |
| FGFR1 | Forward | 5’- AGCTCCCTACTGGACATCCC -3’ |
|  | Reverse | 5’- AGGTGGCATAGCGAACCTTG -3’ |

**Table S3 siRNA primer sequences**

| siFGFR1 | |
| --- | --- |
| Forward | GGAUGAUGAUGAUGAUGAU |
| Reverse | AUCAUCAUCAUCAUCAUCC |
| siNC | |
| Forward | UUCUCCGAACGUGUCACGUTT |
| Reverse | ACGUGACACGUUCGGAGAATT |

How the deposited data were processed for this re-analysis (not part of the article)

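RNA-seq was measured in bulk on mouse pulmonary ECs isolated with magnetic beads, as cells that carry CD31 and lack CD45, in a pair of experiments. The first held WT mice given saline (n = 4) or 10 mg/kg LPS (n = 6), and the second held Fgfr1 loxP/loxP (n = 3) and Fgfr1 iΔEC/iΔEC mice (n = 3), all given 2 mg/kg LPS. RNA was taken after 24 h in all groups. Each library stands for a separate mouse sample as labelled, and the comparisons were made within each experiment, since dose and genotype differ between them.

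The authors sequenced the libraries on an Illumina NovaSeq, aligned the reads to GRCm38 with HISAT2, counted them on genes with featureCounts and tested the counts with DESeq2, and they ran GSEA with clusterProfiler. The paper's text does not name the strandedness of the libraries, the trimming, the treatment of reads with several alignments, the annotation release or the value by which genes were ranked for GSEA. The authors deposited FPKM with the length of each gene, for 54532 genes per table. FPKM multiplied by length in kb was divided by the FPKM that a single read per kb has in the same library. The quotients were whole read numbers for 100.0% of the values, so the read numbers behind the values are known. The library sizes within the FPKM matched median-of-ratios factors, with a largest residual of 0.0% for saline and LPS and 0.18% for the second experiment, so scaling by these factors again left the values of the first experiment as they were and moved those of the second by little. Of the identifiers, 54495 were found in GENCODE M21, and 53585 of them (98.3%) have the same start and end there on GRCm38. In the second table 11 gene symbols had been turned into dates, and the symbols of the first table were used for them.

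Reads on genes ranged from 13478726 to 19043015 per library. Genes with exactly 1 read numbered 764 to 4816 in the saline libraries. Between replicates of a group the chi-square of the read numbers, averaged over genes, was at least 8.0 in every pair of libraries, so no library of a group is a copy of another. Abundant genes weigh most in this average. At low values the precision is set by the reads, and 3 reads were taken as the floor. Reads are not independent molecules, since no molecular identifiers were used.

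Values were scaled by median-of-ratios factors, and log2(FPKM + 1) was compared with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes with the intensity trend) over genes with a mean of at least 0.5 FPKM in the libraries compared. Calls were made at a Benjamini-Hochberg adjusted p at or under 0.05 and an absolute log2 fold change of at least 1. The paper gives its limit as an absolute fold change of 1, which was read on the log2 scale. Read as a plain fold change it sets no limit, and that reading was run as the alternative with no limit on the fold change (4399 genes higher and 3529 lower in LPS). Gene sets were tested with fgsea 1.28.0 (fgseaSimple, 10000 gene permutations, seed 20240607) on the log2 fold change, with Benjamini-Hochberg adjustment over the 10 sets. The sets PLC-mediated cascade FGFR1 (47 genes joined of 47), Downstream signaling of activated FGFR1 (130 of 130) and Signaling by FGFR1 (142 of 142) are those of Reactome for the mouse as shipped with fgsea. Other sets among the 10 were tested and counted in the adjustment, and they are not reported here. The Gene Ontology terms of the paper for GTPase activity and the GTPase complex were not analysed here, and lists of gene symbols by family took their place, with 230 and 33 genes. Single values and means over a list were compared by two-sided exact permutation tests, which cannot go under 0.1 for 3 libraries against 3. Tables and tests outside R used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

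The 9 marker lists stand for endothelial, leukocyte, neutrophil, macrophage, lymphocyte, epithelial, fibroblast, mural and erythroid cells, and they share no gene. Of the genes tested, those with at least 1 FPKM in every saline library numbered 10 of 10 endothelial, 6 of 6 leukocyte, 5 of 8 neutrophil, 4 of 8 macrophage, 5 of 6 lymphocyte, 9 of 10 epithelial, 6 of 7 fibroblast, 5 of 7 mural and 2 of 4 erythroid genes, so many of them are also read in the saline EC fraction. Ptprc, in the leukocyte list, and Pecam1, in the endothelial list, are the genes of the proteins on which the study sorted. The erythroid list holds globin paralogs that can share reads. In iΔEC/iΔEC over loxP/loxP mice the list means differed by 0.25 (endothelial), -0.22 (leukocyte), -0.47 (neutrophil), -0.16 (macrophage), -0.37 (lymphocyte), -0.84 (epithelial), -0.13 (fibroblast), -0.21 (mural) and 0.23 (erythroid). In the unpaired test all of these had an adjusted exact permutation p of 0.7 and overlapping groups, and 0 of their genes were called over all genes or adjusted over the list alone.

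The genes named in the text are those that the paper names or whose protein it measures, the other Fgf receptors, the 5 genes with the largest rise and the 5 with the largest fall among called genes whose groups do not overlap, the 5 genes of each set with the largest change in the direction of the set, and the genes of the marker lists. Clock genes, immunoglobulin genes, plasma cell genes and 12 further myeloid genes fall outside this rule and were chosen after values had been seen.

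Replicate numbers were checked as pairs. For the second experiment the deviations of libraries from their group means were correlated across genes. The correlations were 0.248, 0.178 and 0.187 between libraries of the same number and at most -0.041 with other numbers. The numbers thus appear to pair these libraries. Deviations cancel out within a group, so the negative values follow from the positive ones and are no separate evidence. With so few libraries chance could also give such a match, and the sample labels name no pairs. A fit with the number as a block made no call either, with an adjusted p of 0.527 for Fgfr1 and 0.58 for Rock2 by limma. Taken by number, the differences in the marker lists had the same sign in all 3 pairs for 4 of the 9 lists, where chance gives 25%: endothelial (0.255, 0.104 and 0.398), neutrophil (-0.525, -0.057 and -0.819), epithelial (-0.970, -0.374 and -1.183) and mural (-0.082, -0.169 and -0.381). Each of the 4 had an exact sign-flip p of 0.25, the smallest that 3 pairs can give, so a change in these lists between the genotypes is not excluded.

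The alternatives were a pseudocount of 0.1, no filter or a mean of at least 1 FPKM, FPKM as deposited, quantile normalization, scaling on the endothelial list, scaling on total reads, no intensity trend, the replicate block, limma-voom on read numbers, no limit on the fold change, removal of the length and GC trend of each library (loess, span 0.5), thinning of reads to the smallest library, ranking by the moderated t, camera (preset correlation 0.01) and fry, the GTPase activity list without interferon-inducible families, Euclidean complete-linkage clustering, the ratio of group means, and leaving out each library in turn. The fits were tested on simulated data with the means and dispersions of these libraries and 200 changed genes. For saline and LPS, limma found 159 of the 194 changed genes tested (82%) with 5 false calls. Limma-voom found 188 (96.9%) with 3 false calls. For 3 libraries against 3, limma found 165 of 196 (84.2%) with 7 false calls, and limma-voom found 185 (94.4%) with 1. In both designs limma-voom thus found more of the planted changes with fewer false calls than the main fit. Planted changes of 2 on the log2 scale were estimated at 1.72 and 1.74, because the pseudocount draws low values together. All planted changes were larger in size than those of Fgfr1 (-0.88) and Rock2 (0.38) between the genotypes. The share of genes found thus says nothing about changes as small as these. The planted set was found by GSEA, camera and fry in both designs, and of 20 random sets fry called 3 and 1 while GSEA and camera called 0. The simulated genes were independent of each other, which real genes are not. No library and no per-sample column was left out. Experiments by PCR, immunoblot, immunofluorescence and in HUVECs were not analysed here.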

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

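The further myeloid list and the clock lists used here were chosen only after the results they bear on had been seen. Of 130 group values examined for a library far from the rest of its group, 8 had one. About 1 in 20, or 6.5, is the number that chance gives, so the pooled count is near chance. All 8 fell in saline libraries. They are not independent, since Dbp is also in the list of clock genes that peak by day. The pooled count therefore cannot tell whether a particular library is far from its group by chance.

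Saline 3 lay far below the 3 other saline libraries in the lymphocyte list, with a mean log2(FPKM + 1) of 2.03 against 3.85 to 4.14, and in the fibroblast list, with 2.90 against 3.52 to 3.61. Without it the difference between LPS and saline was -1.49 in place of -0.999 for lymphocytes and -0.87 in place of -0.70 for fibroblasts, and 6 of the 9 lists in place of 3 had groups that did not overlap. It also had the smallest number of genes with a read, 20258 against 22492 to 29713. A smaller number of such cells carried through the isolation of this sample, and loss of low transcripts in the library, were not tested as causes. The saline mice differ in nothing that the design names, so no biological explanation was tested.

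Saline 1 lay far from the other saline libraries in 6 values. On the log2(FPKM + 1) scale it was high in Fgfr1 (2.71 against 1.93 to 2.06), Fgfr3 (6.24 against 4.44 to 4.65), Cd80 (1.57 against 0.28 to 0.32) and the list of clock genes that peak at night (3.14 against 1.80 to 1.93). It was low in Dbp (1.55 against 4.33 to 4.71) and in the list of clock genes that peak by day (2.66 against 3.595 to 3.740). Without it, the change with LPS was -0.52 in Fgfr1 and -0.20 in Fgfr3. Saline 1 also had the fewest reads on genes (13478726) and the highest leukocyte list of its group (5.69 against 3.81 to 4.39). A swap of labels with an LPS library is argued against, because its Fgfr1 and Fgfr3 values lie farther from the LPS libraries than those of the other saline mice, and clustering kept it with the saline group. Depth as the cause of the difference between the groups is argued against by thinning of every library to this smallest total, which left 2810 genes past the threshold in place of 2779. The clock values of saline 1 moved toward those of the LPS libraries, where the night list was 1.10 higher than in saline, so a candidate explanation is another time of day or a stress response in this mouse. The hour of sampling is not known for any mouse, and nothing in the tables decides between these.

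The leukocyte list (difference 3.43) and the macrophage list (difference 3.55) were higher in every LPS library than in every saline library, in cells from which CD45-positive cells had been depleted, and the paper does not report on these transcripts in its ECs. A lower share of ECs with every other cell type raised alike is argued against, since among the lymphocyte, epithelial, fibroblast and mural lists the highest median log2 fold change was 0.03. A list of 12 further myeloid genes, none of them in the 9 lists, rose by 3.98 with all 12 higher, and 11 of the 12 were read at 1 FPKM or more in every saline library. Abundant myeloid transcripts were high in LPS, with Lyz2 at 2568 FPKM against 649, S100a9 at 1864 against 259, Tyrobp at 852 against 57.3 and Fcer1g at 734 against 26.6. The saline means of the last 3 genes rest largely on saline 1. There S100a9 was at 799 FPKM against 37.4 to 162 in the other saline libraries, and above LPS 6 at 757. Tyrobp was at 149 FPKM in saline 1 against 18.8 to 37.6, and Fcer1g at 68.2 against 10.1 to 16.3. Mrc1, a marker of resident macrophages, did not change beyond its spread (log2 fold change 0.15). RNA of recruited myeloid cells that passed the isolation is a candidate explanation that these values leave open. Recruitment of such cells is also what LPS does in the lung, so the signal could be biological in the tissue and still not be a change within ECs. Expression of these genes by ECs themselves was not tested, because bulk RNA does not show which cell a transcript came from.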

How the results depend on the processing

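The comparisons, tests, thresholds, gene sets, marker lists and most alternatives were fixed before the data were examined. Scaling on total reads, removal of the length and GC trend, thinning of reads, the marker lists taken by replicate number and the additional lists of clock, plasma and myeloid genes were chosen only after results had been seen. FPKM as deposited already holds the scaling factors, so it tests nothing in the first experiment, and in the second it moved the NES of Signaling by FGFR1 from 1.006 to 1.015 and of GTPase activity from 1.50 to 1.51 with no direction or call changed. The fit without the intensity trend changed no direction and no call that the text reports. For the main results of the comparisons, 374 values under an alternative stayed as they were, 35 reversed, 22 became weaker, 5 became stronger and 16 counts moved. To stay meant the same direction and side of the threshold for a gene or set, within 1.5 times for a count, and within the SD over splits of 0.30 for the Spearman correlation between the LPS and iΔEC/iΔEC effects, which turned positive without loxP 2 and without iΔEC 1 (0.16 each). For single genes and marker lists, 1663 values stayed the same, 36 reversed, 30 became weaker and 23 stronger. Where a result changed below, the cause was not tested, unless a cause is given.

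Fgfr1 was lower in LPS under every alternative run, from -0.99 to -0.20, and lower in iΔEC/iΔEC mice, from -1.43 to -0.74. Rock2 was higher in iΔEC/iΔEC mice in every fit, from 0.14 to 0.45. The counts of genes in LPS were 1366 to 4399 higher and 205 to 3529 lower, and 1664 to 1951 higher and 904 to 1104 lower across the 10 fits that each left out 1 library. Between the genotypes 0 genes passed in every fit, against 661 genes at an unadjusted p under 0.05.

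With no limit on the fold change 4399 genes were higher and 3529 lower in LPS, by construction. Limma-voom on read numbers gave 2008 genes lower. In LPS over saline it gave an NES of -1.08 for Downstream signaling of activated FGFR1 and -0.99 for Signaling by FGFR1. In iΔEC/iΔEC over loxP/loxP mice it gave -0.76 for Signaling by FGFR1 and 0.98 for GTPase activity, no longer past the threshold. A pseudocount of 0.1 gave 1840 genes lower in LPS, and the NES of the downstream set was -1.065 and of the signaling set -0.97. In the second experiment it gave -0.69 for Signaling by FGFR1 and 1.01 for GTPase activity, no longer past the threshold. With no filter the downstream set was at -1.08, and Rock2 in LPS kept -0.49 but lost its call (limma adjusted p = 0.0893), as more genes were tested (36342).

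Quantile normalization gave -1.38 for the downstream set and -1.35 for the signaling set in LPS, and weakened GTPase activity to 1.297. Fgfr2 in iΔEC/iΔEC mice turned to 0.0277. Scaling on total reads gave -1.21 for the downstream set and -1.14 for the signaling set in LPS. Between the genotypes it gave -0.72 for Signaling by FGFR1 and 1.06 for GTPase activity, which lost its call. Total reads moved the median log2 fold change of all genes in LPS to -0.14.

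Scaling on the endothelial list changed the most results, because it raised the median log2 fold change of all genes to 0.57 in LPS and lowered it to -0.19 in iΔEC/iΔEC mice. It gave 4373 genes higher and 205 lower. In LPS, Pecam1 (0.56), Rdx (0.31), Fgfr3 (0.0705), Ppp1r12a (0.28), Rock1 (0.64), Rock2 (0.19), Myl12b (0.10), the PLC set (1.05), the epithelial list (0.63) and the mural list (0.0389) turned positive, and of these genes only Rock1 lies above that median. Fgfr1 (-0.20) was no longer past the threshold. In iΔEC/iΔEC mice, Msn (-0.0641), Rhoa (-0.14), Rdx (-0.0923), Myl12a (-0.0417), Ppp1r12a (-0.15), Rock1 (-0.10), Il6 (-0.0224), Signaling by FGFR1 (-0.82) and GTPase activity (-0.70) turned negative, with every one of these genes above that median, and 1 marker list had groups apart in place of 0.

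Removal of the length and GC trend gave -0.45 for Fgfr1 and -0.20 for Rock2 in LPS, both no longer past the threshold (limma adjusted p = 0.0576 and 0.286). Between the genotypes it gave -0.82 for Signaling by FGFR1, with and without the replicate block. In the first experiment the replicate numbers do not pair the libraries (correlations of 0.097, -0.162, -0.209 and -0.117), and the block there gave -0.75 for Fgfr1 (limma adjusted p = 0.0557), past the threshold no longer, and -1.11 for the downstream set.

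Ranking by the moderated t gave -1.66 for the PLC set, now past the threshold (adjusted permutation p = 0.0283), -1.37 for the downstream set, -1.28 for the signaling set and 1.73 for the GTPase complex, now past the threshold. Camera and fry, which use no permutation, put the downstream set (p = 0.185 and 0.317) and the signaling set (p = 0.328 and 0.720) in LPS on the lower side. The PLC set passed in both tests without permutation (p = 0.00766 and 0.00679), and GTPase activity did not pass in fry (p = 0.193). Without the interferon-inducible families GTPase activity had 1.35 (adjusted permutation p = 0.082), not past the threshold and with fewer genes. Complete linkage on Euclidean distance misplaced 1 library of the second experiment in place of 2.

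Leaving out 1 library at a time turned some directions. In LPS the ranges were -0.0904 to 0.0464 for Rock1, -1.26 to 0.89 for the downstream set, -1.18 to 0.89 for the signaling set and -0.27 to 0.22 for the epithelial list. Rock2 in LPS ranged from -0.58 to -0.35 and lost its call in every fit except those without saline 2 and without LPS 6. The marker lists with groups apart numbered 3 to 6, with 5 without saline 1 and 6 without saline 3. In iΔEC/iΔEC mice the ranges were -0.0327 to 0.41 for Rdx, -0.20 to 0.0875 for Vcam1, -0.40 to 0.12 for Ezr, -0.27 to 0.0021 for Myl9, -0.14 to 0.11 for Fgfr2, -0.24 to 0.41 for Il6 and -0.77 to 1.21 for Signaling by FGFR1. GTPase activity ranged from 0.73 (without loxP 3) to 1.82 (without iΔEC 2) and kept its call without loxP 1, loxP 2 and iΔEC 2. The GTPase complex ranged from 0.92 (without loxP 3) to 1.74 (without iΔEC 3), and only the latter was past the threshold. The leukocyte list ranged from -0.52 to 0.0706, the macrophage list from -0.37 to 0.21, the fibroblast list from -0.30 to 0.10 and the erythroid list from -0.21 to 0.75. Lists with groups apart numbered 0 to 3, with 3 without loxP 1 or iΔEC 2, and clustering misplaced 1 to 2 libraries, 1 without each of the control libraries. With 2 libraries in a group no exact test can be small, so these fits bear on directions and not on calls.

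Depth limits low genes. Saa3 in saline rests on 4 to 15 reads per library, and Il6 on 0 to 4.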

Differences from the paper's values

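No test in this part was chosen after a result was seen, except scaling on total reads, which is marked where it is named. The paper reports 2713 genes higher in LPS, and 1768 were found here. Among the alternatives set before the data were examined, those within 1.5 times of the paper's number were a pseudocount of 0.1 (2331), limma-voom on read numbers (2355), the replicate block (1925) and the fits without saline 1 (1947), LPS 3 (1864) or LPS 6 (1951), and the others did not close the gap. The paper reports 3167 genes lower in LPS, and 1011 were found here. Of the alternatives set before the data were examined, only the one with no limit on the fold change, which is the paper's limit read as a plain fold change, came within 1.5 times, with 3529, while its 4399 genes higher were more than 1.5 times the paper's number. The paper's total is 5880 genes, against 2779 here. The totals with a pseudocount of 0.1 (4171), scaling on the endothelial list (4578), limma-voom (4363) and no limit on the fold change (7928) were within 1.5 times, and the totals of the other alternatives set before the data were examined were not.

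For PLC-mediated cascade FGFR1 the paper's NES is about -1.9 in Fig. 1F, read by eye, against -1.34 here, and none of the alternatives set before the data were examined closed the gap. The closest was ranking by the moderated t, at -1.66, and the set, which the paper calls, passed an adjusted p of 0.05 with that ranking (0.0283), in camera (0.0255) and in fry (0.0339). For Downstream signaling of activated FGFR1 the paper's NES is about -1.5 in Fig. 1F, read by eye, against 0.83 here. Of the alternatives set before the data were examined, those that differed from the paper's value by less than 0.97, the SD over the fits that each left out 1 library, were a pseudocount of 0.1 (-1.07), no filter (-1.08), quantile normalization (-1.38), the replicate block (-1.11), limma-voom (-1.08), the moderated t (-1.37), and the fits without saline 3 (-1.26), LPS 3 (-1.08) or LPS 6 (-1.11), and the rest differed by more. Of these, only the moderated t called the set, with an adjusted permutation p of 0.0456. For Signaling by FGFR1 the paper's NES is about -1.4 in Fig. 1F, read by eye, against 0.83 here. Those within the same kind of SD, here 0.64, were a pseudocount of 0.1 (-0.97), quantile normalization (-1.35), limma-voom (-0.99), the moderated t (-1.28) and the fit without saline 3 (-1.18), and the other alternatives set before the data were examined did not close the gap. Scaling on total reads, chosen after seeing the values, gave -1.21 for the downstream set and -1.14 for the signaling set. The leave-out scores took both signs, from -1.26 to 0.89 for the downstream set and from -1.18 to 0.89 for the signaling set. Their SDs are wide for that reason, against 0.093 for the PLC set. A score within such an SD has the paper's sign but need not match its size.

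The paper shows the FGFR1-associated sets as lower in LPS, and here the downstream and signaling sets had an NES of 0.83 each, with a positive sign. The paper's introduction names FGFR1 as the most abundant of these receptors in ECs. In the saline libraries of the bead fraction Fgfr3 was at a mean of 35.2 FPKM and Fgfr1 at 3.61 FPKM. Saline 1 raised the mean of Fgfr3, at 74.4 FPKM against 20.6 to 24.2 FPKM in the other saline libraries. Fgfr3 was above Fgfr1 in every saline library. The paper shows GTPase activity and the GTPase complex as enriched in iΔEC/iΔEC mice. Its NES, read by eye, is about 1.3 for GTPase activity, against 1.50 here, and about 1.6 for the GTPase complex, against 1.56. Neither score differed by more than the SD over the leave-out fits (0.424 and 0.284), which is a spread between fits and not an error of the score. The GTPase complex list used here had an adjusted permutation p of 0.0984. It passed 0.05 with the moderated t (0.0243) and without iΔEC 3 (0.0494).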

Other observations

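The splits of the libraries, scaling on the endothelial list and the GTPase activity list without interferon-inducible genes were planned, and the other tests in this part were chosen only after the results they bear on had been seen. In LPS over saline, 100 splits of the 10 libraries were fitted, and 1 of them, the real one, gave as many genes past the threshold. Of the other splits 7 gave any gene, with at most 27. With every library thinned to the smallest total, 2810 genes passed, so neither grouping by chance nor depth accounts for the number of genes.

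In iΔEC/iΔEC over loxP/loxP mice, 4 of the 10 splits of the 6 libraries gave at least the 661 genes at an unadjusted p under 0.05 of the real split, with a range of 241 to 1707. With 10 splits no share under 0.1 is possible. Among the 4 splits that part all 3 pairs of replicate numbers, 1, the real one, gave as many, and the splits that gave more put both libraries of some number on the same side. The Spearman correlation across 14192 genes between the LPS effect and the iΔEC/iΔEC effect was -0.07, and 8 of the 10 splits gave one as large in size (SD over splits 0.30, largest 0.58). It turned to 0.16 without loxP 2 and to 0.16 without iΔEC 1. Genes are not independent replicates, and no shared response was resolved.

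The NES of a set was also compared with those of the other splits, which keep the correlation between genes that gene permutations ignore. In LPS over saline, a score as large in size came up in 38 of 100 splits for PLC-mediated cascade FGFR1, 89 for Downstream signaling of activated FGFR1 and 93 for Signaling by FGFR1. In the second experiment it came up in 3 of 10 splits for Signaling by FGFR1, 4 for GTPase activity and 1 for the GTPase complex. A permutation p from genes alone may thus overstate these sets.

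The fall of Fgfr1 with LPS (-0.70) leaves several explanations open. Relative to the endothelial list it was -0.20 and the groups overlapped, which is in line with dilution of EC RNA by other cells. Against dilution as the whole cause, the endothelial genes did not move alike, from Kdr (-1.63) to Pecam1 (-0.17), Emcn (-0.12) and Egfl7 (-0.24), of which the last 3 did not change beyond their spread. The list may itself respond to LPS in both directions, so the scaled value is no measure of purity. With the length and GC trend removed the change was -0.45 with a limma adjusted p of 0.0576, over a range of 0.00288 to 0.398 across the alternatives, so part of the change could follow such a trend while most of it stays. Lower transcription of Fgfr1 in ECs after LPS is the biological explanation that the design offers, and it remains untested against these. Between the genotypes the median of the endothelial list was 0.29 higher in iΔEC/iΔEC mice, which argues against dilution as the cause of the lower Fgfr1 there.

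Rock2 and Rock1 were read as transcripts, while the paper measures the phosphorylation of their proteins. With LPS, Rock2 went from 14.9 ± 3.30 to 10.4 ± 2.53 FPKM, a log2 fold change of -0.49 with a limma adjusted p of 0.0418, over a range of 0.00590 to 0.513 across the alternatives, and the groups overlapped (exact permutation p = 0.0333). It was lower in 5 of the 6 LPS libraries than in any saline library, and without saline 1 it was -0.35 with a limma adjusted p of 0.116. Rock1 in the same libraries changed by -0.05. Between the genotypes Rock2 was 0.38 higher in iΔEC/iΔEC mice with groups apart. With the length and GC trend removed and the replicate block it was 0.32, which argues against such a trend as the cause. Scaled on the endothelial list it was 0.14 (exact permutation p = 0.4) and the groups overlapped, so a higher share of EC RNA in the iΔEC/iΔEC libraries could account for it. No gene passed the adjusted threshold in this experiment, and the change in Rock2 is a hypothesis only.

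Whether the genes of the FGFR1 sets that rose most with LPS, Nr4a1, Vav1, Cd80, Prkcd and Pik3cd, come from leukocytes was not tested. For GTPase activity in iΔEC/iΔEC mice, the list without the Gbp, Irg and Mx families had an NES of 1.35 (permutation p = 0.0164, adjusted 0.082), not past the threshold, and the 17 genes of these families had an NES of 1.61 of their own (permutation p = 0.0232). Whether interferon-inducible genes account for the score of the whole list is left open by these values.

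Transcripts of the cytokines that the paper measured in whole lung were read in the EC libraries too. With LPS, Il1b rose by 4.83 and Tnf by 5.11 on the log2 scale, each with groups apart. For Il1b, saline 1 was at 265 FPKM against 4.46 to 27.9 in the other saline libraries, and LPS 6 was only just above it at 266 FPKM. Il6 had 0 to 4 reads per saline library and 36 to 114 per LPS library, and Il10 had 0 to 10 and 72 to 202, so no fold change is given for them. In iΔEC/iΔEC over loxP/loxP mice the changes were -0.76 in Il1b, -0.57 in Tnf and -0.32 in Il10 with a limma adjusted p of 0.962 each, and 0.09 in Il6. Icam1 was 0.90 higher there and Cdh5, which encodes VE-cadherin, 0.50 higher, both with a limma adjusted p of 0.962. With LPS in WT mice Cdh5 was -0.88 (limma adjusted p = 0.00575).

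Clock genes changed with LPS. The list of genes that peak by day (8 tested, 6 of them at 1 FPKM or more in every saline library) was -1.65 and the list of genes that peak at night (4 tested, 3 of them at that level) was 1.10, both with groups apart (exact permutation p = 0.00476 each). Nr1d1 (-4.27), Dbp (-2.77), Ciart (-1.80) and Nr1d2 (-1.76) fell, while Nfil3 (2.61) and Cry1 (1.76) rose. Per2 (0.18) was within its spread. Arntl (0.39) and Clock (-0.37) had overlapping groups and a limma adjusted p of 0.083 and 0.081, and without saline 1 Arntl was 0.59 (limma adjusted p = 0.00285, over a range of 0.00285 to 0.232 across the alternatives). Of these lists 7 day genes and 2 night genes had a limma adjusted p at or under 0.05 over all genes, and 7 and 4 when adjusted over the list alone. The night genes had a median of 1.08 but are few and go both ways, so a general fall of low or unstable transcripts is not excluded. A difference in the hour of sampling may explain the pattern, as may a response of the clock to LPS, and the groups differ in treatment and possibly in hour, so these cannot be told apart. Between the genotypes the lists differed by -0.20 and 0.09.

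Immunoglobulin V genes were lower in iΔEC/iΔEC mice. Of 148 genes tested 119 were lower, the list mean differed by -0.77, and the groups were apart (exact permutation p = 0.1, the smallest that 3 against 3 can give), with 2.54, 1.92 and 1.87 in the control and 0.96, 1.76 and 1.298 in the iΔEC/iΔEC libraries. Many of these genes share reads with paralogs. A candidate explanation is fewer plasma cells in the tissue or in the isolation. The plasma cell list, with 6 of its 7 genes tested at 1 FPKM or more in every control library, differed by -0.62 with overlapping groups. Jchain fell from 34.7 to 8.62 FPKM. Taken by replicate number, the plasma list went from 3.533 to 2.405, from 3.527 to 3.117 and from 3.049 to 2.723. Both lists were thus lower in iΔEC/iΔEC mice in each pair, but the number of libraries keeps this explanation open. With LPS in WT mice the plasma list differed by -0.13, a mean over opposite changes, with 2 genes higher and 4 lower. Sdc1 (1.26) and Xbp1 (0.83) rose, while Prdm1 (-1.15) and Mzb1 (-1.15) fell, each with a limma adjusted p under 0.05.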
